# Gut Microbiota Dysbiosis Influences Metabolic Homeostasis in *Spodoptera frugiperda*

**DOI:** 10.3389/fmicb.2021.727434

**Published:** 2021-09-30

**Authors:** Yaqing Chen, Huanchan Zhou, Yushan Lai, Qi Chen, Xiao-Qiang Yu, Xiaoyun Wang

**Keywords:** gut microbiota, antibiotics, metabolic homeostasis, energy, autophagy, *Spodoptera frugiperda*

## Abstract

Insect gut microbiota plays important roles in acquiring nutrition, preventing pathogens infection, modulating immune responses, and communicating with environment. Gut microbiota can be affected by external factors such as foods and antibiotics. *Spodoptera frugiperda* (Lepidoptera: Noctuidae) is an important destructive pest of grain crops worldwide. The function of gut microbiota in *S. frugiperda* remains to be investigated. In this study, we fed *S. frugiperda* larvae with artificial diet with antibiotic mixture (penicillin, gentamicin, rifampicin, and streptomycin) to perturb gut microbiota, and then examined the effect of gut microbiota dysbiosis on *S. frugiperda* gene expression by RNA sequencing. Firmicutes, Proteobacteria, Bacteroidetes, and Actinobacteria were the most dominant phyla in *S. frugiperda*. We found that the composition and diversity of gut bacterial community were changed in *S. frugiperda* after antibiotics treatment. Firmicutes was decreased, and abundance of *Enterococcus* and *Weissella* genera was dramatically reduced. Transcriptome analysis showed that 1,394 differentially expressed transcripts (DETs) were found between the control and antibiotics-treated group. The Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) results showed that antibiotics-induced dysbiosis affected many biological processes, such as energy production, metabolism, and the autophagy–lysosome signal pathway. Our results indicated that dysbiosis of gut microbiota by antibiotics exposure affects energy and metabolic homeostasis in *S. frugiperda*, which help better understand the role of gut microbiota in insects.

## Introduction

Gut microbes play important roles in insect growth, development, and many physiological processes of the individual to maintain host health through regulating gene expression (Raymann et al., 2017; Schoeler and Caesar, 2019; Zhou et al., 2021). It has been shown that gut microbes are important in absorbing nutrition, protection from parasites and pathogens, modulation of immune responses, and communications with environment (Engel and Moran, 2013; Jang and Kikuchi, 2020). The dysbiosis of intestinal microbes can affect the metabolic process. In *Drosophila*, we have demonstrated the impact of microbiome and microbiota-derived sodium butyrate on host transcriptome and metabolome with multi-omics data (Zhou et al., 2021). Our studies revealed that the changes in composition and diversity of insect’s gut microbial community can influence important physiological functions in the host through regulating gene expression.

Gut microbes can regulate herbivore-induced defenses and enhance the insect adaptation to plants (Acevedo et al., 2017; Ugwu et al., 2020), which is important for insect survival and may provide key information for pest control. Gut microbial community is often influenced by weather, temperature, diet, and other environmental factors such as antibiotics (Schoeler and Caesar, 2019; Zhang et al., 2020). In social insects like the honeybee (*Apis mellifera*), the dysbiosis of gut microbial community caused by antibiotic exposure affects bee health and elevates mortality, in part due to increased susceptibility to pathogens (Powell et al., 2014; Raymann et al., 2017), whereas in the Chinese bumblebees (genus *Bombus* comprising eight species in Zhang’s paper), antibiotics can cause changes of the sugar metabolism and distributions of antibiotic-resistant genes in main bacterial symbiont *Gilliamella* (Zhang et al., 2021). In the gypsy moth *Lymantria dispar* (Lepidoptera: Lymantriidae), gut microbiota in the larval stage eliminated by antibiotics exposure abolished *Bacillus thuringiensis* insecticidal activity and influenced the immune responses (Broderick et al., 2006). In the taro caterpillar (*Spodoptera litura*, Lepidoptera: Noctuidae), it was found that artificial diet supplemented with antibiotic streptomycin sulfate affected gut microbial diversity; the activity of digestive enzymes was significantly increased while the activity of detoxifying enzymes was significantly decreased (Thakur et al., 2016). In the diamondback moth *Plutella xylostella* (Lepidoptera: Plutellidae), antibiotics exposure was related to reduced larval growth, high mortality, malformation of the prepupae, hindered pupation, and adult emergence (Lin et al., 2015).

Gut microbiota is also related to the metabolism, immune responses, and host defense against pathogens (Engel et al., 2012; Rozadilla et al., 2020). It was reported that the mortality caused by *B. thuringiensis* treatment was reduced when compared with the control (Broderick et al., 2006). In *B. thuringiensis-*infected *Helicoverpa armigera*, the mortality of larvae was only 10% when the gut microbiota was eliminated by the 250 and 500 μg/ml antibiotics cocktail (gentamicin, penicillin, rifampicin, and streptomycin), while the mortality of larvae fed on diets devoid of antibiotics was 83.33%. These results implied that the gut microbial community is related to larval death caused by *B. thuringiensis* treatment (Paramasiva et al., 2014).

*Spodoptera frugiperda* (Lepidoptera: Noctuidae), which is native in North and South America, has rapidly invaded African and China in recent years, and is an important destructive pest of grain crops worldwide (Goergen et al., 2016; Wu et al., 2019; Li X. et al., 2020). Due to the limited studies on the function of gut microbiota in *S. frugiperda*, it is urgent to investigate the role of gut microbiota in the growth and development of *S. frugiperda*, which can provide fundamental information for improving the efficiency of insecticides influenced by the insect gut microbiota. In this study, we characterized *S. frugiperda* larvae (3-day-old sixth instar larvae, L6D3) microbiota before and after exposure to antibiotic cocktail (gentamicin, penicillin, rifampicin, and streptomycin) by 16S ribosomal RNA (rRNA) amplicon high-throughput sequencing, and then further analyzed the influences of the microbial flora on the expression of host genes in the gut by RNA sequencing (RNA-seq). Our results showed that the diversity of gut microbiota was significantly reduced by antibiotics treatment, and the genes related to metabolism process were obviously affected.

## Materials and Methods

### Insects

The *Spodoptera frugiperda* larvae were purchased from Keyun Biocontrol Engineering Co., Ltd. (Jiyuan city) in China. The larvae were fed on artificial diet consisting of soybean powder, wheat germ, and yeast as described previously (Jia et al., 2009). Insects were reared at our laboratory for three generations at 27 ± 1°C with 70 ± 5% relative humidity, and the light:dark = 16 h:8 h photoperiod.

### Antibiotics Exposure

The fourth generation of *S. frugiperda* larvae reared in our laboratory was selected for studying the effects of antibiotics on the gut microbiota of *S. frugiperda*. The newly hatched larvae were fed on artificial diet containing four antibiotics mixtures (consisting of 500 μg/ml each of penicillin, gentamicin, rifampicin, and streptomycin by dissolving 500 mg each antibiotic in 1 L artificial diet) for 14 days (from newly hatched larvae to 3-day-old sixth instar); the control larvae were fed on artificial diet without antibiotics.

### Midgut Tissue Collection

Three-day-old sixth instar larvae (L6D3) surface was sterilized with 75% ethyl alcohol for 1 min and rinsed three times with sterile water. The midguts were dissected in sterile phosphate buffer saline (PBS, pH 7.4, 140 mmol/L NaCl, 2.7 mmol/L KCl, 10 mmol/L Na_2_HPO_4_, and 1.8 mmol/L KH_2_PO_4_) (Thakur et al., 2016). Each sample contained midguts from five individual larvae, and a total of three biological replicates were performed for each treatment (control and antibiotics treatment).

### DNA Extraction and Polymerase Chain Reactions (PCR)

Bacterial genomic DNA was extracted from the midgut contents by using the classical Phenol/Chloroform/Proteinase K method (Bargues et al., 2007). The profiles of gut microbiota were detected using universal primers (forward: 5′-AGAGTTTGATCCTGGCTCAG-3′, and reverse: 5′-AAGGAGGTGATCCAGCCGCA-3′) to amplify the V3–V4 region. The PCR reactions were carried out with 10 μl of 2 × Taq PCR mixture (Biodragon, Beijing, China), 0.4 μl each of specific forward and reverse primers (10 μM), and 10 ng of genomic DNA from control or antibiotics-treated samples. The cycling parameters were 94°C for 2 min, 94°C for 30 s, and followed by 40 cycles of 60°C for 30 s and 72°C for 2 min. The PCR products were analyzed by electrophoresis on 1% agarose.

### Quantitative Real-Time PCR

Quantitative real-time PCR (qRT-PCR) reactions were performed in a total reaction volume of 25 μl, including 12.5 μl of 2 × Hieff^®^ qPCR SYBR Green Master Mix (Low Rox Plus) (YEASEN, Shanghai, China) and 0.5 μl each of specific forward and reverse primers (10 μM). The cycling parameters were 95°C for 5 min, followed by 40 cycles of 95°C for 10 s and 60°C for 30 s. The GAPDH (glyceraldehyde-3-phosphate dehydrogenase, GenBank ID: 118271716) gene was used as a reference gene. The fold changes of genes were analyzed according to the method of 2^–ΔΔCt^ (Livak and Schmittgen, 2001). All experiments were repeated at least three times and one representing result was shown; the primers were listed in additional information (Supplementary Table 1).

### Gut Microbiota Analysis

The 16S rRNA PCR products (V3–V4 region) obtained previously from gut microbiota were sequenced by the Biomarker Technologies company (Beijing, China) using the Illumina nova-seq 6000 platform. The gut microbiota sequencing data were summarized in Supplementary Table 2. The clean reads were clustered to obtain operational taxonomic units (OTU) by the USEARCH software based on 97.0% similarity (Edgar, 2013). Based on the Silva database (Quast et al., 2013), the feature sequences were annotated by using the Naive Bayes classifier in taxonomy, and the community composition at different levels (from phylum to species) was counted in each sample. The Quantitative Insights Into Microbial Ecology (QIIME) software was used to generate the species abundance tables at different taxonomic levels (Caporaso et al., 2010), and the R language tool was used to draw the community structure map for each sample at the taxonomic level (Charlop-Powers and Brady, 2015).

### RNA Sequencing Analysis

Each sample contained midguts from five *S. frugiperda* individuals at L6D3; each group contained three biological replicates. Total RNAs were extracted using RNAiso plus reagent (TaKaRa, Dalian, China). About 5 μg of total RNA from each sample was prepared for library construction. RNA concentration and purity were measured using NanoDrop 2000 (Thermo Fisher Scientific, Wilmington, DE, United States). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, United States). The VAHTS Universal V6 RNA-seq Library Prep Kit for Illumina^®^ (NR604-02, Vazyme, Nanjing, China) was used for library construction. The mRNA was enriched using the VAHTS mRNA Capture Beads (N401, Vazyme, Nanjing, China) and high-throughput sequencing was performed using Illumina nova-seq 6000 platform. The clean reads of each sample were aligned to the reference *S. frugiperda* genome (NCBI: ZJU_Sfru_1.0) by HISAT2 software (Kim et al., 2015). The aligned reads were assembled by StringTie software (Pertea et al., 2015).

The raw reads were saved in FASTQ format, and the raw sequencing data have been deposited in the NCBI Gene Expression Omnibus database under accession number: GSE175476^1^. The quality assessment was listed in the Supplementary Tables 3, 4. The Fragments Per Kilobase of transcript per Million fragments mapped (FPKM) values represent the expression levels of transcripts (Chen et al., 2020). Analysis of differentially expressed transcripts (DETs) was performed by using FPKM value of the log2(fold changes) >1 and the standard of false discovery rate (FDR) <0.001. To study the function of DETs, DETs were further classified according to Gene Ontology (GO) annotation by GOseq R packages based on Wallenius non-central hyper-geometric distribution under the standard FDR < 0.05 (Young et al., 2010). Functions of DETs pathways were determined though the Kyoto Encyclopedia of Genes and Genomes (KEGG) database, which is under the hypergeometric test and the *p*-value < 0.05 as the standard (Kanehisa et al., 2008). Gene function was also annotated based on the following databases: Nr (NCBI non-redundant protein sequences), Nt (NCBI non-redundant nucleotide sequences), Pfam (Protein family), KOG/COG (Clusters of Orthologous Groups of proteins), Swiss-Prot (A manually annotated and reviewed protein sequence database).

### Statistical Analysis

The gene expression data were analyzed by using the GraphPad Prism 5 software (GraphPad Software Inc., San Diego, CA, United States), and the significant difference was determined by the control one-way ANOVA analysis of variances and Tukey’s Multiple Comparison Test. The values are mean ± SEM (standard error of mean) (*n* = 3), and *p*-value < 0.05 indicates significant difference. The 16S rRNA sequencing and *S. frugiperda* RNA sequencing analysis have been described in the corresponding subheadings.

## Results

### Effects of Antibiotics Exposure on the *S. frugiperda* Gut Bacterial Community

To investigate the effect of antibiotics exposure on the gut microbial community, we reared newly hatched larvae on the artificial diet containing antibiotics mixtures (the concentration of each antibiotic was 500 μg/ml). The midguts of *S. frugiperda* at L6D3 fed on artificial diet with or without antibiotics at L6D3 were collected and analyzed (Figure 1A). A total of 390,639 high-quality reads were obtained through performing 16S rRNA pyrosequencing based on the V3–V4 region by Illumina nova-seq 6000 platform; the microbiota data were summarized in different groups (Figure 1 and Supplementary Table 2).

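The V3–V4 region of the bacterial 16S rRNA gene was sequenced to count the bacteria of the larval midgut by taxon. Larvae of the antibiotics group ate diet with 4 antibiotics, each at 500 μg/ml, for 14 days, and the control group ate the diet alone. Each library came from the pooled midguts of 5 larvae at day 3 of the sixth instar, with 3 libraries per group. The authors filtered the reads, removed chimeras, clustered the sequences into operational taxonomic units (OTUs) with USEARCH and named them with a Naive Bayes classifier on the Silva database. The resulting table holds whole read counts of 1925 OTUs, of which 137 had no count in these libraries. Library totals were 37811, 56610 and 35423 counts in the control group and 62487, 61459 and 60643 in the antibiotics group. The total of 314433 counts is 86.4% of the 363772 effective reads to which the libraries of Supplementary Table 2 of the paper add up, and the values reported here rest on those counts. Relative abundance was the percent of a library's counts. Differences were tested on counts summed per taxon with edgeR's quasi-likelihood test, with the library total as the size, for taxa with at least 10 counts in at least 3 libraries. A taxon was called higher or lower at an adjusted p under 0.05 (Benjamini-Hochberg within a rank). Counts of this kind give shares, so that a fall in 1 abundant taxon raises the shares of the others, and they do not give the number of bacteria per midgut.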

**FIGURE 1:**
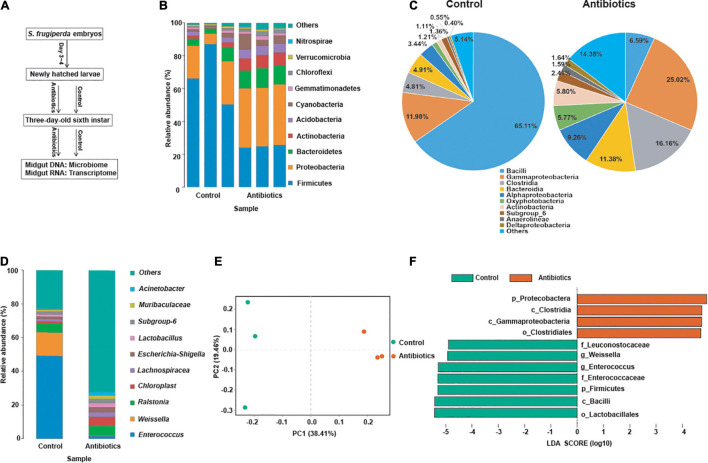
Effects of antibiotics exposure on gut microbiota structure and diversity in the *S. frugiperda* larvae. **(A)** A schematic diagram of the assay. **(B–D)** The relative abundance of gut microbiota at the phylum **(B)**, class **(C)**, and genus **(D)** levels, respectively, from the control and the antibiotics groups. **(E)** Beta-diversity was displayed by principal coordinates analysis (PCoA) based on the Bray–Curtis method in control and antibiotics groups. **(F)** Differentially abundant bacteria between the control and antibiotics groups were analyzed by LEFSe analysis with different haze levels. Linear discriminant analysis (LDA) scores indicate the degree of consistent difference in relative abundance between the control and antibiotics groups, log LDA score of >4.5 was used for the analysis.

As shown in Figure 1, at the phylum level, Firmicutes, Proteobacteria, and Bacteroidetes were the most abundant phyla in both the control and antibiotics-treated groups, but the abundance of Firmicutes was significantly decreased in the antibiotics group compared with the control group (Figure 1B). 

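Firmicutes, the phylum of the lactic acid bacteria and clostridia, fell from 67.8 ± 18.4% of counts in the control group to 24.8 ± 0.831% in the antibiotics group (mean ± SD, n = 3 libraries each). This is a log2 fold change of −1.45 (standard error 0.446, adjusted p = 0.00975 from edgeR). Each antibiotics library lay below each control library (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Proteobacteria, a phylum of Gram-negative bacteria, held 17.6 ± 10.0% of counts in the control group and 36.1 ± 0.577% in the antibiotics group (log2 fold change 1.04, adjusted p = 0.0843 from edgeR). Bacteroidetes, common bacteria of animal guts, held 5.38 ± 2.99% and 11.5 ± 0.617% (log2 fold change 1.10, adjusted p = 0.0939 from edgeR). Both log2 fold changes turned negative with TMM scaling, with DESeq2 and without the counts of Enterococcus and Weissella, the main genera of Firmicutes in the control group, and that of Firmicutes turned to 0.19 without those genera. The fall of Firmicutes no longer passed without Control replicate 1 (adjusted p = 0.0546), Antibiotics replicate 1 (0.105), 2 (0.117) or 3 (0.0609), while Proteobacteria passed without Control replicate 2 (0.0163) or 3 (0.00226), as did Bacteroidetes (0.0143 and 0.00590), all from edgeR.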

At the class level, there was a significant decrease in the abundance of Bacilli, which was 65.11% in the control group and reduced to 6.59% in the antibiotics-treated group (Figure 1C). Moreover, at the genus level, the abundance of *Enterococcus* was dramatically reduced from 49.35% in the control group to 1.66% in the antibiotics-treated group, and the abundance of *Weissella* was also reduced from 13.85 to 0.11% after antibiotics exposure (Figure 1D). 

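Bacilli, the class that holds the lactic acid bacteria, fell from 61.4 ± 22.1% of counts in the control group to 6.59 ± 0.114% in the antibiotics group (mean ± SD, n = 3 libraries each). The class Actinobacteria, Gram-positive bacteria that include Bifidobacterium, rose from 1.24 ± 0.816% to 5.80 ± 0.132%. For Bacilli the log2 fold change was −3.22 (standard error 0.602, adjusted p = 1.19e-05 from edgeR), and it passed the test with each library left out. Without the counts of Enterococcus and Weissella it was 0.039 and did not pass. For Actinobacteria it was 2.23 (standard error 0.637, adjusted p = 0.00378 from edgeR). Its call was lost without Antibiotics replicate 1 (adjusted p = 0.126), 2 (0.113) or 3 (0.0889), all from edgeR.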

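Enterococcus, lactic acid bacteria that are common residents of caterpillar guts, fell from 44.3 ± 37.1% of counts in the control group to 1.66 ± 0.0547% in the antibiotics group (mean ± SD, n = 3 libraries each). Weissella, another genus of lactic acid bacteria, fell from 14.9 ± 16.5% to 0.112 ± 0.0399%. The control libraries differed from each other in which genus led. Enterococcus held 56.3% (exact Clopper-Pearson 95% interval 55.8 to 56.8) of Control replicate 1, 73.9% (73.5 to 74.2) of replicate 2 and 2.71% (2.55 to 2.89) of replicate 3. Weissella held 1.39% (1.27 to 1.51), 9.98% (9.73 to 10.2) and 33.3% (32.8 to 33.8) of the same libraries. These intervals cover counting error only. The log2 fold change was −4.74 for Enterococcus (standard error 1.21, adjusted p = 0.00643 from edgeR) and −7.05 for Weissella (standard error 1.26, adjusted p = 0.000434 from edgeR). The call of Enterococcus was lost without Antibiotics replicate 1 (adjusted p = 0.195 from edgeR), 2 (0.209) or 3 (0.150), and its log2 fold change was −4.16 without Control replicate 2. Those antibiotics libraries held similar shares of it, at 1.72%, 1.61% and 1.64%, and a test with fewer libraries is weaker. Weissella passed with each library left out, and its log2 fold change was −5.66 without Control replicate 3.

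**Figure D1:**
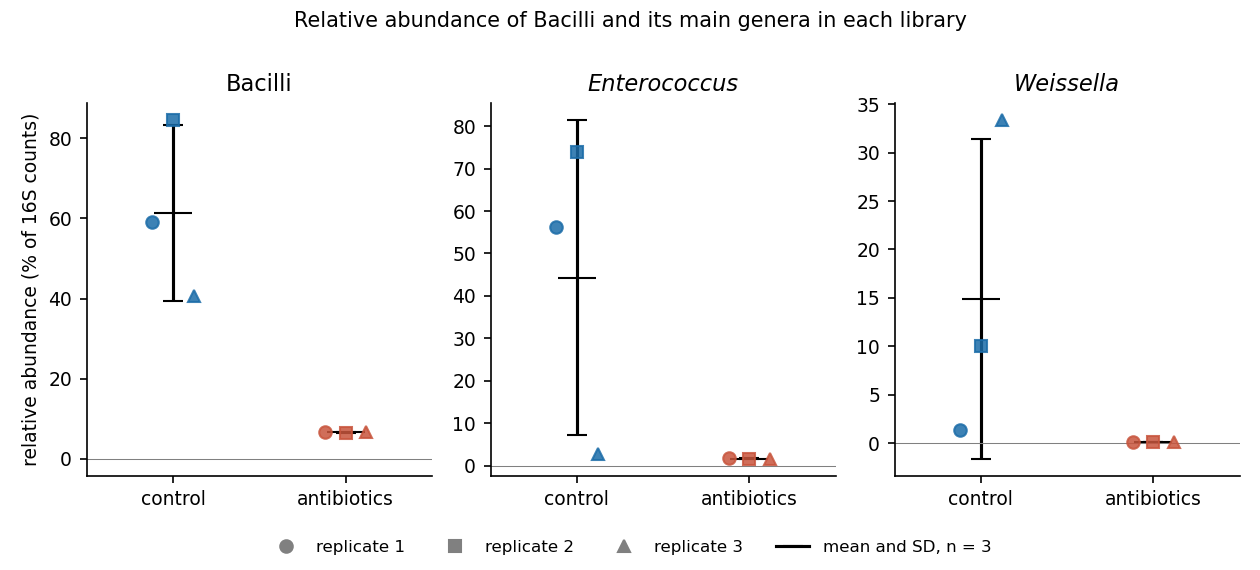
Relative abundance in percent of 16S counts (y axis) of the class Bacilli and the genera Enterococcus and Weissella in the control and antibiotics groups (x axis), with 1 point per library and bars for the mean and SD (n = 3). Enterococcus in Control replicate 3 sits at 2.71%, far below the 56.3% and 73.9% of the other control libraries.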

According to principal coordinates analysis (PCoA) based on the Bray–Curtis method, the result suggested that the gut microbiota of the antibiotics group deviated from that of the control group (Figure 1E). In addition, the linear discriminant analysis effect size (LEFSe) analysis was performed, and the results showed that Firmicutes (phylum), Bacilli (class), Lactobacillales (order), Enterococcaceae and Leuconostocaceae (family), and *Weissella* and *Enterococcus* (genera) were rich in the control group (Figure 1E). 

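On the OTU level, each antibiotics library lay nearer to the other antibiotics libraries than to any control library. The Bray–Curtis distance, which is 0 for identical and 1 for disjoint communities, ranged from 0.404 to 0.469 within the antibiotics group, from 0.301 to 0.732 within the control group and from 0.585 to 0.853 between the groups. Control replicate 3, the library with little Enterococcus, lay nearer to the antibiotics libraries (0.585 to 0.654) than to Control replicate 2 (0.732). Without the counts of Enterococcus and Weissella, distances were 0.338 to 0.432 within the control group, 0.410 to 0.476 within the antibiotics group and 0.517 to 0.631 between the groups. The first principal coordinate held 59.0% of the variation and the second 20.3%. On the first coordinate the control libraries lay at −0.334, −0.530 and 0.0352 and the antibiotics libraries at 0.271, 0.281 and 0.277. The grouping accounted for an R squared of 0.479 of the squared distances (PERMANOVA, exact permutation p = 0.1, the smallest that this design allows).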

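Lactobacillales, the order of the lactic acid bacteria, fell from 61.01 ± 22.4% of counts in the control group to 5.40 ± 0.135% in the antibiotics group (mean ± SD, n = 3 libraries each). Its families Enterococcaceae and Leuconostocaceae, here made up by Enterococcus and Weissella, fell with it. For Lactobacillales the log2 fold change was −3.50 (standard error 0.475, adjusted p = 0.000547 from edgeR). Adjusted p from edgeR was 0.00967 for Enterococcaceae and 0.00224 for Leuconostocaceae, at standard errors of 1.11 and 1.20 on the log2 scale. Enterococcaceae lost its call without Antibiotics replicate 1 (adjusted p = 0.116), 2 (0.0838) or 3 (0.0590), all from edgeR, and Lactobacillales lost its call without the counts of Enterococcus and Weissella (adjusted p = 0.824 from edgeR). The log2 fold change of Enterococcaceae was −4.16 without Control replicate 2 and that of Leuconostocaceae −5.66 without Control replicate 3. Linear discriminant scores were not computed here.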

While Firmicutes (phylum) was not detected in the antibiotics group, Proteobacteria (phylum), Clostridia and Gammaproteobacteria (class), and Clostridiales (order) were rich after antibiotics exposure (Figure 1F). These results indicated that gut bacterial community was different after antibiotics exposure compared to the control group.

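Clostridia, a class of mostly anaerobic Firmicutes, rose from 5.32 ± 2.98% of counts in the control group to 16.2 ± 0.377% in the antibiotics group (mean ± SD, n = 3 libraries each). Firmicutes as a whole had 15011, 15213 and 15573 counts in the antibiotics libraries. On the log2 scale the change of Clostridia was 1.604 (standard error 0.579, adjusted p = 0.0179 from edgeR). Clostridiales, its main order, held 16.1 ± 0.372% of counts in the antibiotics group and did not pass the test among orders (adjusted p = 0.0538 from edgeR). Gammaproteobacteria, a class that includes the enteric bacteria, held 13.3 ± 7.28% of counts in the control group and 25.0 ± 0.644% in the antibiotics group (log2 fold change 0.92, adjusted p = 0.185 from edgeR), and this log2 fold change turned negative with TMM scaling, and passed as lower with DESeq2 (−0.68, adjusted p = 0.00540) and without the counts of Enterococcus and Weissella (−0.36, adjusted p = 0.0156 from edgeR). Clostridia lost its call with DESeq2 and without Control replicate 1 (adjusted p = 0.104 from edgeR) or Antibiotics replicate 1 (0.186), 2 (0.190) or 3 (0.166). Clostridiales passed without Control replicate 2 (adjusted p = 0.00748 from edgeR) or 3 (0.00580), and Gammaproteobacteria as higher without Control replicate 3 (0.0134, in a range of 0.0134 to 0.520 over the libraries left out).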

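Of 352 genera tested, 89 were higher and 2, Enterococcus and Weissella, were lower in the antibiotics group at an adjusted p under 0.05 from edgeR. Some of the genera that rose had no count in any control library, which allows a share of up to 0.00231% over the 129844 counts of that group. Among them, Fusicatenibacter, a gut genus of Lachnospiraceae, held 0.305 ± 0.182% of counts in the antibiotics group (mean ± SD, n = 3 libraries), and Prevotellaceae NK3B31 group, fermenters of the phylum Bacteroidetes, held 0.301 ± 0.0545% (adjusted p = 0.000379 for both, from edgeR). Mycobacterium, Actinobacteria with a waxy cell wall, held 0.206 ± 0.0200% (adjusted p = 0.000499 from edgeR). Ralstonia, a Proteobacteria genus of water and soil, held 5.81 ± 3.05% of counts in the control group and 6.28 ± 1.31% in the antibiotics group (adjusted p = 0.950 from edgeR), and it passed as lower without the counts of Enterococcus and Weissella (log2 fold change −1.25, adjusted p = 0.0131 from edgeR) and with DESeq2 (−1.47, adjusted p = 0.000295). The medians of the log2 fold changes of the tested genera were 1.61 with library totals and 0.56 with TMM scaling, under which 53 genera were higher and 5 lower. DESeq2 called 66 higher and 33 lower. Without Antibiotics replicate 1, 2 or 3 the higher genera numbered 3, 4 and 4 and the lower 1 each, and genera found in the antibiotics group alone, with fewer than 3 libraries of 10 counts left, were then not tested. From the changed shares, the ordination and LEfSe, the paper reports a gut bacterial community that was different after antibiotics exposure.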

### RNA-Sequencing and Statistics of Gene Expression

To determine the effect of microbiota on gene expression in *S. frugiperda* gut, RNA samples of the midguts from control and antibiotics groups (*n* = 3) were collected and sequenced. 

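RNA of the larval midgut was sequenced to measure which host genes changed when the diet held antibiotics. Each library came from pooled midguts of 5 larvae at day 3 of the sixth instar, with 3 libraries per group. The authors aligned the clean reads to the genome assembly ZJU_Sfru_1.0 with HISAT2 and assembled transcripts with StringTie. The table analysed here holds whole read counts of 15474 genes, 833 of them assembled genes that are not in the reference annotation. Library totals ran from 25129443 to 27140753 counts in the control group (median 26335008) and from 25618972 to 28687247 in the antibiotics group (median 28524120). Supplementary Table 3 of the paper gives a GC content of 44.51 to 46.01% in the control libraries and 47.03 to 48.02% in the antibiotics libraries. Levels are given as CPM, counts scaled to a common library size with TMM factors. Differences between groups were tested with edgeR's quasi-likelihood test on the 11653 genes that passed its filter on low counts. DETs were called from counts with the paper's thresholds, an adjusted p (Benjamini-Hochberg) under 0.001 and an absolute log2 fold change over 1. The paper's methods name FPKM values for this step, while the submitters' processing notes name DESeq2, a test of counts. Single genes were called higher or lower at an adjusted p under 0.05. Gene products were taken from Table 1 and Supplementary Table 5 of the paper, which name 45 genes between them with the reference gene, since the count table gives only IDs.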

In total, more than 4.4 million raw reads were obtained from every library with GC content and Q30 at 45 and 94%, respectively (Supplementary Table 3). Among these clean reads, 74.37–78.31% from each transcriptome were mapped to the *S. frugiperda* genome (Supplementary Table 4).

Based on the FPKM, principal components analysis (PCA) of transcriptome data between the control and antibiotics groups were performed, and the results indicated that PC1 principal component contributes 69.5% to the two-dimensional principal component axis; the control and antibiotics groups were significantly divided into two groups on the main component axis of PC1 (Figure 2A). 

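The antibiotics libraries lay close together in gene expression and apart from all 3 control libraries. On CPM values the first component held 73.2% of the variance and the second 21.8%. Positions on the first component were 24282, 28588 and 18973 in the antibiotics group and 7498.5, −91118 and 11776 in the control group. Control replicate 2 lay far out, and an assembled gene took 11.2% of its counts. On log2 CPM values, where single abundant genes weigh less, the first component held 53.9% and the groups were again apart (−105.12, −57.754 and −41.484 in the control group, 65.158, 87.329 and 51.868 in the antibiotics group). Pearson correlations between libraries were 0.943 to 0.955 within the antibiotics group, 0.895 to 0.920 within the control group and 0.801 to 0.895 between the groups, across genes, which are not independent replicates.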

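Most expressed genes were expressed in both groups. At 1 CPM or more in every library of a group, 8631 genes were expressed in both, 778 in the control group alone and 442 in the antibiotics group alone. Of the 778, 143 also fell at an adjusted p under 0.05 from edgeR, and 16 had no count in any antibiotics library. Of the 442, 18 rose at that threshold. The number in the antibiotics group alone was 254 without Control replicate 1 and 235 when a group mean of 1 CPM was asked for in place of 1 CPM in every library.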

To analyze the DETs between the control and antibiotics groups, the Venn figure suggested that 1,394 transcripts were differentially expressed between the two groups, 420 DETs were expressed only in the antibiotics group, 973 DETs were expressed only in the control group, and 7,266 transcripts were co-expressed in both groups (Figure 2B). Among these DETs, 432 transcripts were upregulated and 962 transcripts were downregulated in the antibiotics group vs. control group (Figure 2C). 

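More genes fell than rose in the midgut after antibiotics exposure. At an adjusted p under 0.05, 317 genes rose and 979 fell by edgeR, and 977 rose and 1578 fell by DESeq2. With library totals in place of TMM scaling, where the median log2 fold change of the tested genes was −0.355 against −0.012 with TMM, 160 rose and 1515 fell. In 39.3% of the tested genes the libraries of both groups did not overlap, 2072 higher and 2508 lower, where chance gives 10%. That 10% is the mean over all splits of the libraries. Genes move together, so that a single split can give a larger share by chance. At the paper's thresholds, edgeR's quasi-likelihood test called 0 DETs, with 3619 genes at an unadjusted p under 0.05, and DESeq2 called 908 DETs, 207 higher and 701 lower, with 4087 genes at an unadjusted p under 0.05. Of simulated genes with a log2 fold change of 2, edgeR called 0% as DETs and DESeq2 61%, with 0 and 14 unchanged genes called. The 0 DETs of edgeR thus say little about changes of that size. At a simulated log2 fold change of 4, edgeR called 60% as DETs and DESeq2 99%. No gene here was a DET by edgeR, also not pancreatic lipase-related protein at 5.14 (adjusted p = 0.00699 from edgeR). The simulation may thus not match the spread of these libraries, and it cannot explain the 0 DETs among larger changes. The lowest adjusted p of edgeR was 0.00249. The number of genes past an adjusted p under 0.05 was 548 without Control replicate 1, 457 without Control replicate 2, and 194, 153 and 442 without Antibiotics replicates 1, 2 and 3.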

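Among the 1120 genes past an adjusted p under 0.05 from edgeR with a mean of at least 5 CPM over the 6 libraries and no overlap between the libraries of both groups, the largest log2 fold changes in each direction were in genes with no product name in the paper or the count table. Gene-LOC118273267 rose from 71.5 ± 36.2 to 4138 ± 3513 CPM (mean ± SD, n = 3 libraries each), and gene-LOC118274195 rose from 0.505 ± 0.226 CPM to 5.46, 42.7 and 7.32 CPM in Antibiotics replicates 1, 2 and 3. Gene-LOC118262711 had 600 ± 147 CPM in the control group and no count in any antibiotics library, at least 14770-fold lower at a floor of 3 counts over the group (9790-fold and 9062-fold without Antibiotics replicates 1 and 3; adjusted p = 0.00302 from edgeR, 0.00597 to 0.0308 over the libraries left out). Gene-LOC118267947 had 727 ± 592 CPM in the control group and no count in the antibiotics libraries, at least 17920-fold lower by the same floor (adjusted p = 0.0204 from edgeR), with bounds of 11930 without Control replicate 1 and of 11870 and 10990 without Antibiotics replicates 1 and 3. Its control level was 68.0 CPM in replicate 3 against 1213 and 900 CPM in replicates 1 and 2. The log2 fold change was 5.86 for gene-LOC118273267 (adjusted p = 0.0202 from edgeR, 5.05 without Antibiotics replicate 2) and 5.19 for gene-LOC118274195 (adjusted p = 0.0269 from edgeR, 3.65 without Antibiotics replicate 2). Calls were lost for gene-LOC118267947 without Control replicate 2 (adjusted p = 0.0593 from edgeR) or Antibiotics replicate 1 (0.0622), 2 (0.0684) or 3 (0.0508), for gene-LOC118273267 without Control replicate 1 (0.0568) or 2 (0.0557) or Antibiotics replicate 1 (0.0662) or 2 (0.0672), and for gene-LOC118274195 without Control replicate 1 (0.0769) or 2 (0.0859).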

To analyze the expression pattern of DETs between the control and antibiotics groups, we drew the heatmap according to the FPKM of gene expression (Figure 2D), and the results showed that the expression levels of transcripts were significantly different in the antibiotics group compared with the control group.

**FIGURE 2:**
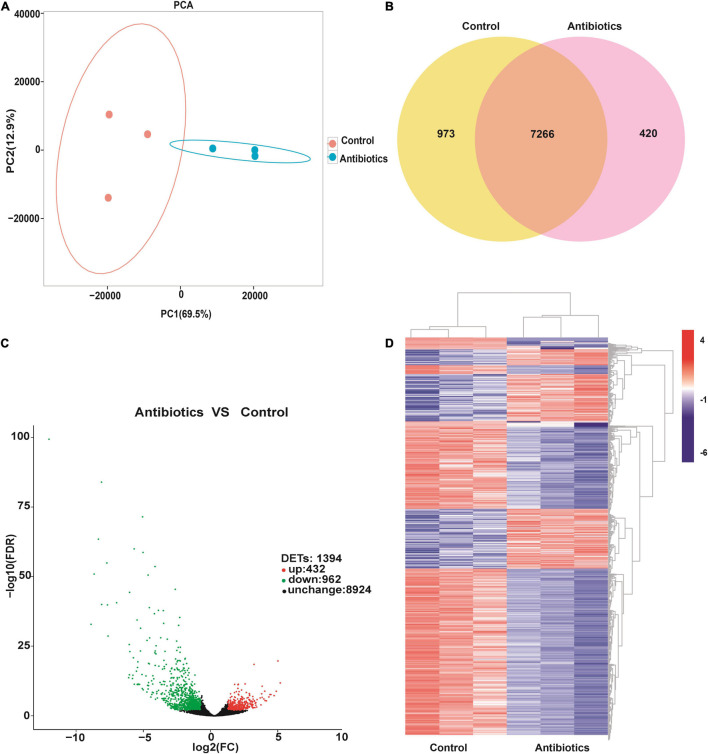
Differentially expressed transcripts in the gut of *S. frugiperda* at L6D3 between the control and antibiotics groups. **(A)** Principal component analysis (PCA) of differentially expressed transcripts based on the FPKM values of transcripts between the control and antibiotics exposure groups. **(B)** Venn diagram indicating the numbers of transcripts in the gut of *S. frugiperda* between the control and antibiotics exposure groups. **(C)** Volcano plot of differentially expressed transcripts in the gut of *S. frugiperda* between the control and antibiotics exposure groups. The red dots show the upregulated DETs, the green dots show the downregulated DETs, and the black dots show the unchanged DETs. **(D)** Hierarchical cluster heatmap showing the expression patterns of differentially expressed transcripts between the control and antibiotics group among every samples.

### Gene Ontology Analysis of Differentially Expressed Transcripts Between the Control and Antibiotics Groups

To further analyze the function of DETs between the control and antibiotics groups, GO analysis was performed by the GOseq R packages based on Wallenius non-central hyper-geometric distribution (Young et al., 2010). Between the antibiotics-treated and the control groups, a total of 1,394 DETs were divided into three classes: biological processes, cellular component, and molecular function (Figure 3), revealing that a large number of DETs were enriched in the GO terms including signaling, cellular component organization or biogenesis, response to stimulus, biological regulation, single-organism process, metabolic process, cellular process of biological process, membrane, membrane part, cell, cell part, organelle of cellular component, binding, catalytic activity, transporter activity, molecular transducer activity, signal transducer activity, and nucleic acid binding transcription factor activity of molecular function, and the downregulated genes were more than upregulated DETs (Figure 3). A small number of upregulated DETs were enriched in the GO term including the detoxification, supramolecular complex, extracellular region, electron carrier activity, metallochaperone activity, structural molecule activity, and antioxidant activity. Therefore, GO classification analysis suggested that bio-regulatory process and metabolic levels may be active in the midgut of *S. frugiperda* after antibiotics exposure.

**FIGURE 3:**
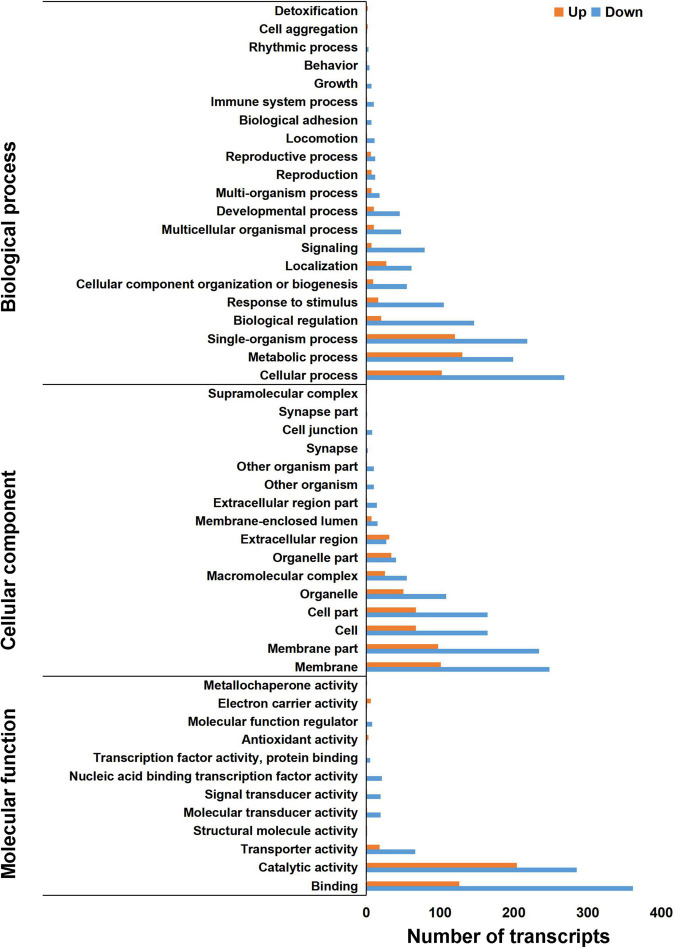
Gene Ontology annotation of differentially expressed transcripts in the gut of *S. frugiperda* at L6D3 between the antibiotics-treated and control groups at biological process, cellular component, and molecular function levels.

### Kyoto Encyclopedia of Genes and Genomes Pathway Analysis of Differentially Expressed Transcripts Between the Control and Antibiotics Groups

To study the signal pathway enrichment of DETs after antibiotics exposure, KEGG analysis was performed with KOBAS software according to the signal pathway data online^2^ (Mao et al., 2005; Kanehisa et al., 2008). The results revealed that differentially upregulated transcripts were enriched in oxidative phosphorylation, metabolism of xenobiotics by cytochrome P450, glycerolipid metabolism, drug metabolism-cytochrome P450, protein processing in endoplasmic reticulum, valine, leucine and isoleucine degradation and glutathione metabolism pathways (Figure 4A), implying that the energy metabolism was active after antibiotics exposure in *S. frugiperda* midgut. The differentially downregulated transcripts were mainly enriched in the autophagy, ubiquitin-mediated proteolysis, glycosaminoglycan degradation, and lysosome pathways (Figure 4B).

**FIGURE 4:**
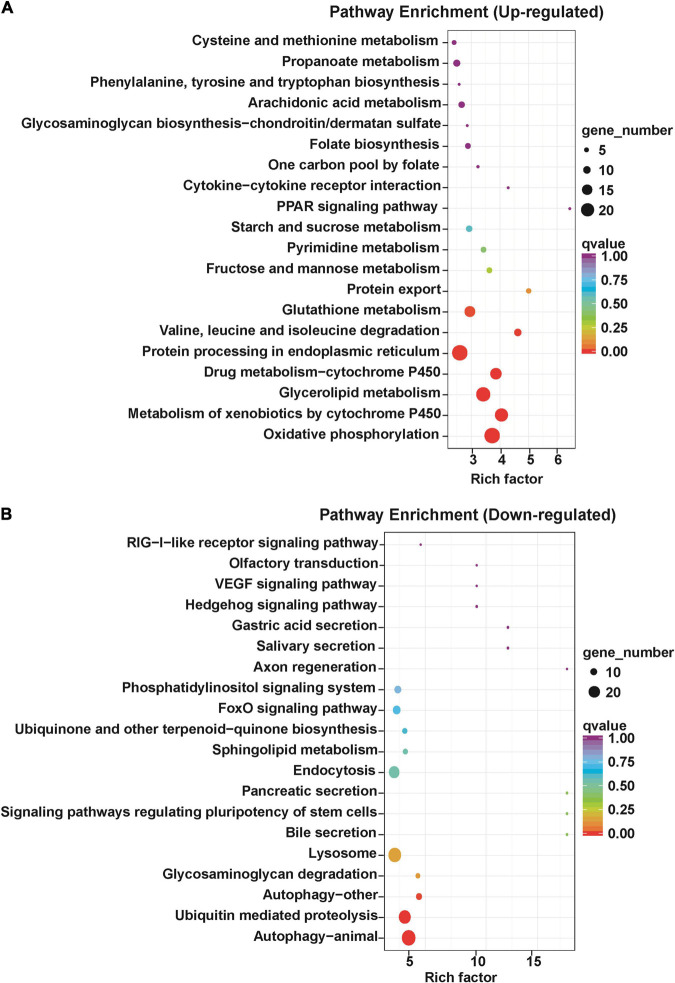
Kyoto Encyclopedia of Genes and Genomes annotation of differentially expressed transcripts in the gut of *S. frugiperda* at L6D3 after feeding antibiotics mixtures. **(A)** Top 20 of upregulated pathway enrichment. **(B)** Top 20 of downregulated pathway enrichment.

In particular, a large number of DETs related to autophagy were downregulated in the antibiotics group (Figure 5 and Supplementary Table 5). 

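The autophagy genes that the study lists in Supplementary Table 5, of the pathway that delivers cell contents to the lysosome for breakdown, had negative log2 fold changes throughout. Of the 35 genes, 28 fell at an adjusted p under 0.05 from edgeR and 7 did not pass the test, and 35 fell when adjusted over the list alone. The study chose this list as DETs of these same libraries, so that neither its count nor the list tests below, for it or for its members with core names, are independent evidence of the direction. All 35 log2 fold changes were negative, with a median of −1.82 (−2.74 to −1.21), and in 34 genes each antibiotics library lay below each control library, where chance gives 10% for both directions together. Among all 11653 tested genes, 2508 lay lower in this way, and 39.3% did not overlap in either direction. The list stood lower than the other tested genes (camera in limma with a preset correlation of 0.01, adjusted p = 6.46e-22; adjusted p = 0.0350 with an estimated correlation), and it moved down on balance (fry in limma, adjusted p = 0.00250). The 16 members with core autophagy names, all from the same tables, gave 13 that fell and 3 that did not pass, with 16 lower when adjusted over the list alone and a median log2 fold change of −2.07 (camera adjusted p = 3.64e-13, and 0.0350 as the adjusted p with an estimated correlation). The number of the 35 that fell was 16 without Control replicate 1, 11 without Control replicate 2, and 4, 3 and 10 without Antibiotics replicates 1, 2 and 3. Adjusted over the list alone, 34 or 35 fell with each of the 6 libraries left out.

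**Figure D2:**
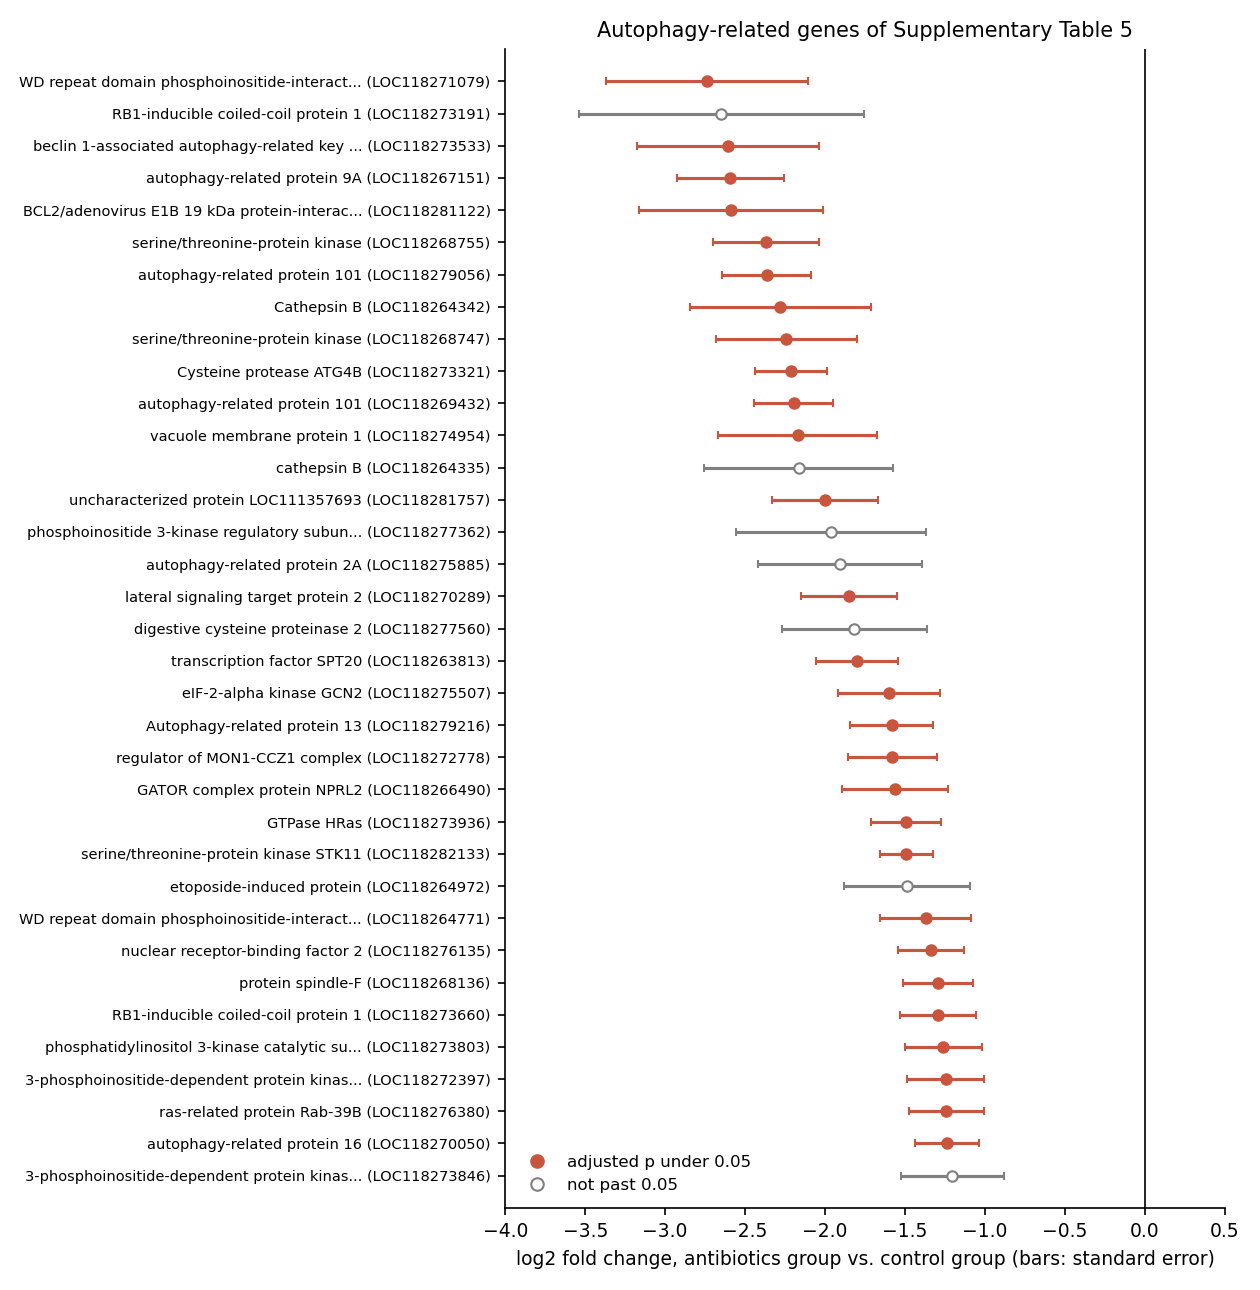
Log2 fold change of the antibiotics group vs. the control group (x axis) for each of the 35 genes of Supplementary Table 5 (y axis), with bars for the standard error from edgeR (n = 3 libraries per group). Filled points mark the 28 genes at an adjusted p under 0.05 and open points the 7 that did not pass, and all lie below 0.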

As is known, autophagy is a very important and conserved self-digestion pathway in maintaining cell homeostasis and function, and can eventually induce programmed cell death (He et al., 2017; Thorburn, 2018). In this study, autophagy-related genes were downregulated in the antibiotics-treated group; this implies that decreased autophagy may contribute to the disorder of gut microbiota to maintain intestinal balance.

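Both genes of autophagy-related protein 101, a part of the complex that starts autophagy, fell in the antibiotics group, gene-LOC118269432 from 91.4 ± 21.5 to 20.0 ± 2.22 CPM and gene-LOC118279056 from 58.4 ± 16.3 to 11.3 ± 1.62 CPM (mean ± SD, n = 3 libraries each). Autophagy-related protein 9A (gene-LOC118267151), a membrane protein that brings lipid to the growing vesicle, fell from 145 ± 54.2 to 24.1 ± 2.01 CPM. Serine/threonine-protein kinase STK11 (gene-LOC118282133), a kinase that acts upstream of AMPK, fell from 62.6 ± 2.85 to 22.3 ± 0.153 CPM. The log2 fold changes were −2.20 (standard error 0.248, adjusted p = 0.00699) and −2.37 (0.277, 0.00799) for the genes of autophagy-related protein 101, −2.59 (0.334, 0.0103) for autophagy-related protein 9A and −1.49 (0.166, 0.00699) for STK11, all from edgeR. Another serine/threonine-protein kinase (gene-LOC118268755, log2 fold change −2.37, adjusted p = 0.0128), the transcription factor SPT20 (gene-LOC118263813, −1.80, 0.0134) and the GTPase HRas (gene-LOC118273936, −1.49, 0.0142) also fell by the same test. Phosphoinositide 3-kinase regulatory subunit 4 (gene-LOC118277362, log2 fold change −1.96, adjusted p = 0.0805 from edgeR) and RB1-inducible coiled-coil protein 1 (gene-LOC118273191, adjusted p = 0.104 from edgeR) did not pass, the former passed with library totals and without Control replicate 3 (0.0142, in a range up to 0.241), and both passed with DESeq2 (adjusted p = 0.00972 and 0.00837). Another gene with the name RB1-inducible coiled-coil protein 1 (gene-LOC118273660) fell (log2 fold change −1.29, adjusted p = 0.0245 from edgeR), but not with the replicate number as a block (adjusted p = 0.0982 from edgeR). Calls were lost without Antibiotics replicate 1 or 2 for autophagy-related protein 9A (adjusted p = 0.0600 and 0.0639 from edgeR), gene-LOC118268755 (0.0609 and 0.0684), SPT20 (0.0688 and 0.0746) and HRas (0.0771 and 0.0824, and 0.0539 without replicate 3), and without Antibiotics replicate 2 for STK11 (0.0502). Both genes of autophagy-related protein 101 passed with each library left out. From the lower level of such genes, the paper proposes that decreased autophagy may contribute to the disorder of the gut microbiota to maintain intestinal balance.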

**FIGURE 5:**
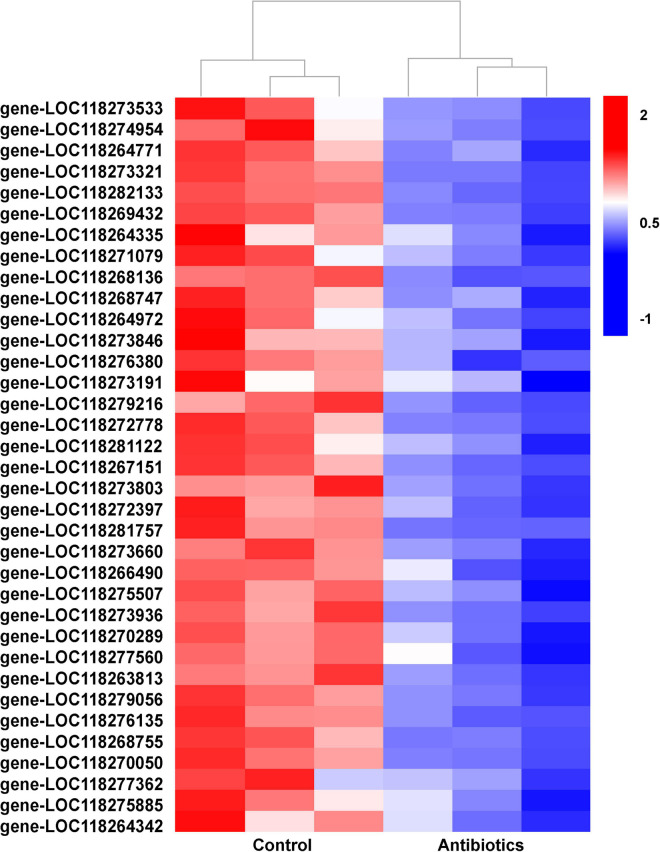
Hierarchical cluster heatmap showing the expression patterns of differentially expressed transcripts related to autophagy between the control and antibiotics groups among every samples. The values of log2 (fold change) were for the antibiotics group vs. control group and the description of differentially expressed transcripts were listed (Supplementary Table 5).

### Expression of Selected Differentially Expressed Transcripts by Quantitative Real-Time PCR

To validate the results of RNA-seq data, we selected 12 DETs for qRT-PCR. Of these selected DETs, six were upregulated genes, and the other six were downregulated genes in the midguts after antibiotics treatment (Table 1). These DETs were related to metabolism, oxidative phosphorylation and detoxication, and immunity reactions, which can be activated by the stimulus of the environment in insects. 

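Of the 12 genes, 5 rose and 6 fell at an adjusted p under 0.05 from edgeR, and cytochrome c oxidase subunit 6A did not pass. In each of the 12 genes the libraries of the antibiotics group did not overlap those of the control group, where chance gives 10%. Among all tested genes, 39.3% did not overlap. The study picked these genes from the same libraries, so that the counts are not independent evidence. GAPDH (gene-LOC118271716), an enzyme of glycolysis and the reference gene of the qRT-PCR, was at 492 ± 19.7 CPM in the control group and 678 ± 112 CPM in the antibiotics group (mean ± SD, n = 3 libraries each; log2 fold change 0.46, standard error 0.217, adjusted p = 0.199 from edgeR). Its libraries did not overlap either, at 470, 505 and 502 CPM in the control group and 581, 800 and 654 CPM in the antibiotics group. The number of the 12 past the threshold was 5, 4 and 5 without Control replicates 1, 2 and 3, and 2, 2 and 5 without Antibiotics replicates 1, 2 and 3.

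**Figure D3:**
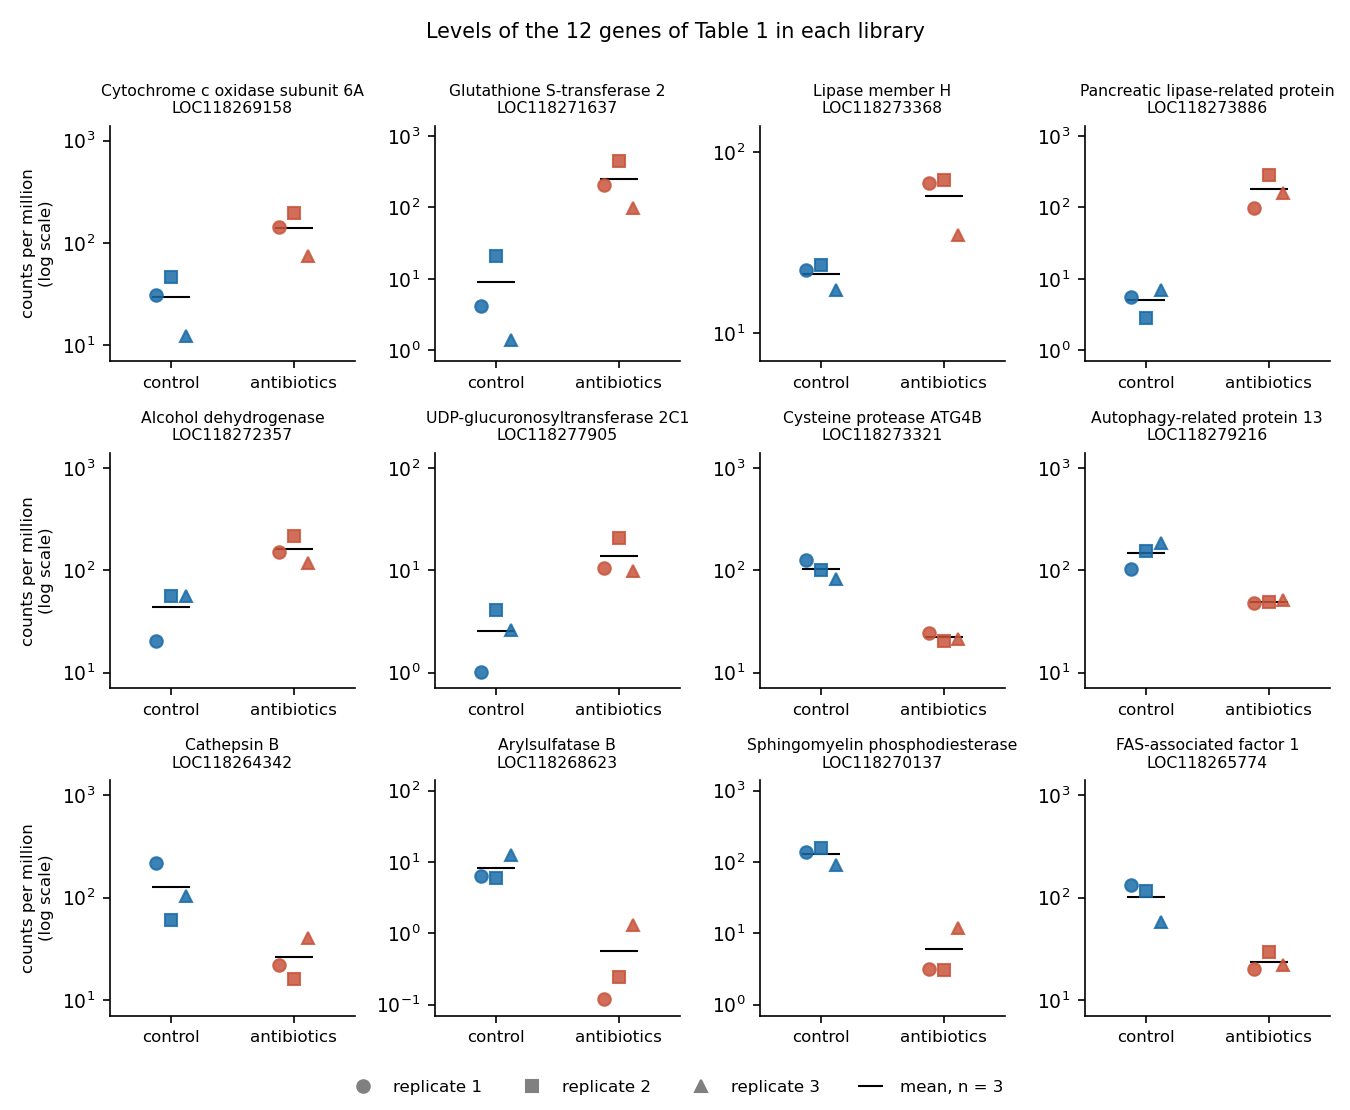
Level of each of the 12 genes of Table 1 in CPM (y axis, log scale) in the control and antibiotics groups (x axis), with 1 point per library and a bar for the mean (n = 3). The points of both groups do not overlap in any of the 12 panels.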

*Cytochrome c oxidase subunit 6A* (gene-LOC118269158) is involved in energy production and conversion; *glutathione S-transferase 2* (gene-LOC118271637), *lipase member H*, *pancreatic lipase-related protein* (gene-LOC118273886), and *alcohol dehydrogenase* (gene-LOC118272357) are the main enzymes involved in amino acid and lipid metabolism; and *UDP-glucuronosyltransferase 2C1* (gene-LOC118277905) is involved in carbohydrate transport and metabolism. 

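Pancreatic lipase-related protein (gene-LOC118273886), of a family that splits dietary fat, rose from 5.08 ± 2.13 CPM in the control group to 180 ± 95.6 CPM in the antibiotics group, and lipase member H (gene-LOC118273368), of the same family, rose from 21.1 ± 3.29 to 57.4 ± 19.8 CPM (mean ± SD, n = 3 libraries each). Glutathione S-transferase 2 (gene-LOC118271637), which joins glutathione to toxic compounds, rose from 8.89 ± 10.7 to 251 ± 177 CPM. UDP-glucuronosyltransferase 2C1 (gene-LOC118277905), of a family that adds sugar groups to such compounds, rose from 2.57 ± 1.53 to 13.7 ± 6.19 CPM, and alcohol dehydrogenase (gene-LOC118272357) rose from 44.0 ± 20.4 to 161 ± 51.4 CPM. Cytochrome c oxidase subunit 6A (gene-LOC118269158), a part of the respiratory chain, was at 29.9 ± 17.0 CPM in the control group and 139 ± 61.4 CPM in the antibiotics group (log2 fold change 2.21, standard error 0.559, adjusted p = 0.0522 from edgeR; 0.000790 from DESeq2). The log2 fold change was 5.14 for pancreatic lipase-related protein (standard error 0.571, adjusted p = 0.00699 from edgeR), and this call held with each library left out. It was 1.45 for lipase member H (0.317, adjusted p = 0.0376), 4.82 for glutathione S-transferase 2 (1.15, 0.0450), 2.42 for UDP-glucuronosyltransferase 2C1 (0.571, 0.0444) and 1.87 for alcohol dehydrogenase (0.448, 0.0453), all from edgeR. Without any 1 of the 6 libraries, alcohol dehydrogenase (adjusted p = 0.0577 to 0.158 from edgeR) and UDP-glucuronosyltransferase 2C1 (0.0640 to 0.150) lost their calls. Lipase member H kept its call only without Antibiotics replicate 3 (adjusted p = 0.0284 in a range up to 0.141, from edgeR), and glutathione S-transferase 2 only without Control replicate 2 (0.0365 in a range up to 0.139), where its log2 fold change was 6.50, against 4.14 without Antibiotics replicate 2.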

All the above genes were significantly upregulated in the midgut of antibiotics group compared to the control group (Table 1 and Figure 6).

**TABLE 1:** Differentially expressed genes confirmed by qRT-PCR.

**#ID**	**GenBank ID**	**log_2_FC**	**FDR**	**Description (Blast Swiss-Prot)**
gene-LOC118269158	XM_035584112.1	2.030704248	0.000814244	Cytochrome c oxidase subunit 6A
gene-LOC118271637	XM_035587743.1	3.766858567	3.21E–06	Glutathione S-transferase 2
gene-LOC118273368	XM_035590307.1	1.412338440	0.000747025	Lipase member H
gene-LOC118273886	XM_035591062.1	4.73070998	1.97E–20	Pancreatic lipase-related protein
gene-LOC118272357	XM_035588794.1	1.768357384	0.000791343	Alcohol dehydrogenase
gene-LOC118277905	XM_035596918.1	2.198889192	0.000395065	UDP-glucuronosyltransferase 2C1
gene-LOC118273321	XM_035590222.1	–2.134623929	1.70E–14	Cysteine protease ATG4B
gene-LOC118279216	XM_035598799.1	–1.510150707	4.95E-06	Autophagy-related protein 13
gene-LOC118264342	XM_035576818.1	–2.036473832	0.000887627	Cathepsin B
gene-LOC118268623	XM_035583176.1	–3.096475659	7.43E–05	Arylsulfatase B
gene-LOC118270137	XM_035585613.1	–3.951362331	5.87E–12	Sphingomyelin phosphodiesterase
gene-LOC118265774	XM_035578938.1	–1.978805946	4.36E–06	FAS-associated factor 1

*The positive and negative value of log_2_FC indicates upregulation and downregulation, respectively.*

**FIGURE 6:**
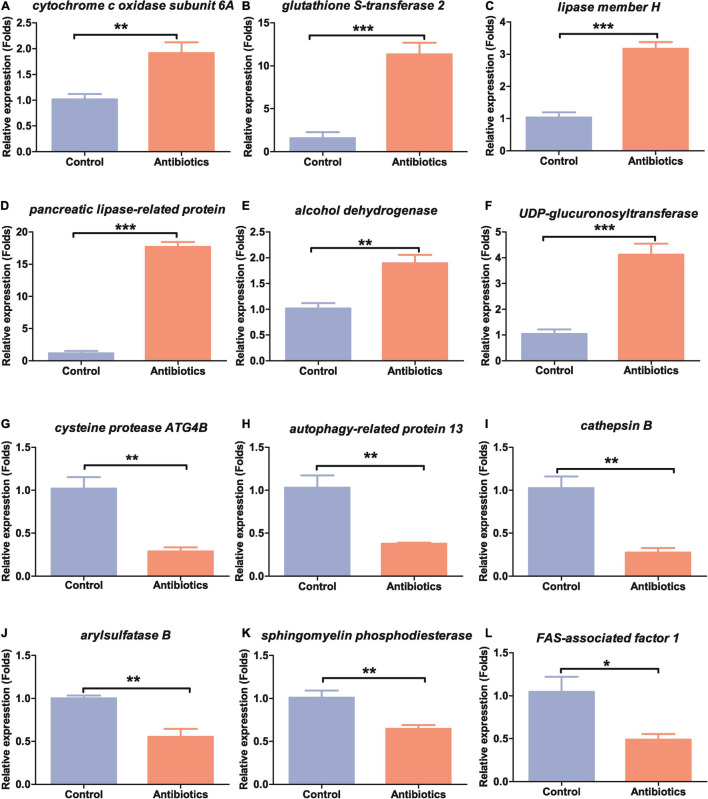
Expression patterns of the selected 12 differentially expressed genes in the guts of *S. frugiperda* between the control and antibiotics exposure groups. **(A)** *cytochrome c oxidase subunit 6A*, gene-LOC118269158; **(B)** *glutathione S-transferase 2*, gene-LOC118271637; **(C)** *lipase member H*, gene-LOC118273368; **(D)** *pancreatic lipase-related protein*, gene-LOC118273886; **(E)** *alcohol dehydrogenase*, gene-LOC118272357; **(F)** *UDP-glucuronosyltransferase 2C1*, gene-LOC118277905; **(G)** *cysteine protease ATG4B*, gene-LOC11827332; **(H)** *autophagy-related protein 13*, gene-LOC118279216; **(J)** *arylsulfatase B*, gene-LOC118268623; **(I)** *cathepsin B*, gene-LOC118264342; **(K)** *sphingomyelin phosphodiesterase*, gene-LOC118270137; **(L)** *FAS-associated factor 1*, gene-LOC118265774. *p < 0.05, **p < 0.01, and ***p < 0.001.

Many genes were also shown to be downregulated in qRT-PCR experiments as in RNA-seq data. 

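Cysteine protease ATG4B (gene-LOC118273321), which trims the protein that coats the autophagosome membrane, fell from 102 ± 21.4 CPM in the control group to 22.1 ± 2.13 CPM in the antibiotics group (mean ± SD, n = 3 libraries each). Autophagy-related protein 13 (gene-LOC118279216), a part of the complex that starts autophagy, fell from 147 ± 42.1 to 49.2 ± 1.88 CPM. Cathepsin B (gene-LOC118264342), a protease of the lysosome, fell from 127 ± 81.3 to 26.2 ± 12.8 CPM. The log2 fold changes were −2.21 for ATG4B (standard error 0.227, adjusted p = 0.00555), −1.58 for autophagy-related protein 13 (0.258, 0.0187) and −2.28 for cathepsin B (0.566, 0.0497), all from edgeR. ATG4B passed with each library left out, and autophagy-related protein 13 lost its call without Control replicate 2 (adjusted p = 0.0555 from edgeR) or Antibiotics replicate 1 (0.0907), 2 (0.0923) or 3 (0.0586). Cathepsin B lost its call with RLE scaling and without any 1 of the 6 libraries (adjusted p = 0.0557 to 0.171 from edgeR), and its log2 fold change was −1.64 without Control replicate 1.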

*Cysteine protease ATG4B* (gene-LOC118273321), *autophagy-related protein 13* (gene-LOC118279216), and *cathepsin B* (gene-LOC118264342) were significantly downregulated (Table 1 and Figures 6G–I). 

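Sphingomyelin phosphodiesterase (gene-LOC118270137), an enzyme that splits a membrane lipid, fell from 130 ± 34.3 CPM in the control group to 5.96 ± 4.99 CPM in the antibiotics group (mean ± SD, n = 3 libraries each). Arylsulfatase B (gene-LOC118268623), a lysosomal enzyme of glycosaminoglycan breakdown, fell from 8.25 ± 3.66 to 0.565 ± 0.665 CPM, and the antibiotics libraries held 3, 5 and 38 of its counts. Sphingomyelin phosphodiesterase had a log2 fold change of −4.43 (standard error 0.646, adjusted p = 0.0141 from edgeR). For arylsulfatase B it was −3.83 (standard error 0.883, adjusted p = 0.0422 from edgeR). Without Antibiotics replicate 3 the log2 fold changes were −5.37 and −5.47. Sphingomyelin phosphodiesterase lost its call without Antibiotics replicate 1 (adjusted p = 0.0604 from edgeR) or 2 (0.0631), and arylsulfatase B kept its call only without Antibiotics replicate 3 (0.0273, in a range of 0.0273 to 0.149 over the libraries left out).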

*Arylsulfatase B* (gene-LOC118268623), a gene related to inorganic ion transport and metabolism, and *sphingomyelin phosphodiesterase* (gene-LOC118270137), a gene related to lipid transport and metabolism, were downregulated (Table 1 and Figures 6J,K). Genes related to immunity such as *FAS-associated factor 1* (gene-LOC118265774) were also downregulated (Table 1 and Figure 6L). These results suggested that *S. frugiperda* gut homeostasis was significantly affected by antibiotics exposure.

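FAS-associated factor 1 (gene-LOC118265774), a ubiquitin-binding protein whose relatives restrain immune signalling, fell from 102 ± 39.6 CPM in the control group to 23.7 ± 4.80 CPM in the antibiotics group (mean ± SD, n = 3 libraries each). Its log2 fold change was −2.11 (standard error 0.358, adjusted p = 0.0202 from edgeR). The call was lost without Control replicate 2 (adjusted p = 0.0593 from edgeR) or Antibiotics replicate 1 (0.0909), 2 (0.0739) or 3 (0.0625).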

## Discussion

In this study, we exposed the newly hatched *S. frugiperda* larvae to antibiotics cocktails consisting of penicillin, gentamicin, rifampicin, and streptomycin. We firstly identified the gut bacterial community of *S. frugiperda* between the control group and antibiotics group. We found that the abundance of gut microbiota from phylum to genera level was decreased in the antibiotics group compared with the control group (Figure 1). Among the top 10 phyla, Firmicutes, Proteobacteria, Bacteroidetes, Actinobacteria, Acidobacteria, Chloroflexi, and Nitrospirae were significantly different in *S. frugiperda* midgut after antibiotics exposure, in which the dominant Firmicutes was decreased significantly and Actinobacteria was increased. 

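Besides the fall of Firmicutes, 3 of the phyla named in the text or Figure 1 rose. Actinobacteria, Gram-positive bacteria of soil and guts, rose from 1.65 ± 1.08% to 7.75 ± 0.260% of counts (mean ± SD, n = 3 libraries each). Nitrospirae, a phylum of soil and water bacteria, rose from 0.0240 ± 0.0255% to 0.723 ± 0.157%, and Cyanobacteria rose from 1.46 ± 1.02% to 5.92 ± 3.18%. Most counts of Cyanobacteria were of the order Chloroplast, plastid sequences as from plant food and not gut bacteria, at 1.33 ± 0.951% and 5.42 ± 3.31%. Acidobacteria, common in soil, were at 2.20 ± 1.39% and 5.58 ± 0.234% (log2 fold change 1.34, adjusted p = 0.0843 from edgeR), and Chloroflexi, filamentous bacteria, at 0.701 ± 0.514% and 2.09 ± 0.616% (1.58, adjusted p = 0.0911 from edgeR). The log2 fold change was 2.23 for Actinobacteria (standard error 0.615, adjusted p = 0.00539 from edgeR), 4.93 for Nitrospirae (standard error 1.20, adjusted p = 0.00202 from edgeR) and 2.02 for Cyanobacteria (standard error 0.639, adjusted p = 0.00975 from edgeR). Cyanobacteria lost their call with TMM scaling, with DESeq2, without OTUs of organelles and without Control replicate 1 (adjusted p = 0.0949 from edgeR) or Antibiotics replicate 1 (0.232) or 3 (0.0609), and their log2 fold change was 2.66 without Control replicate 3. Actinobacteria lost it without Control replicate 1 (adjusted p = 0.0546 from edgeR) or Antibiotics replicate 1 (0.0603) or 3 (0.0609), and Nitrospirae without Control replicate 1 (0.0546), with log2 fold changes of 4.32 and 6.15 without Control replicates 2 and 3. Acidobacteria passed without Control replicate 2 (adjusted p = 0.0163 from edgeR) or 3 (0.0115), as did Chloroflexi (0.0172 and 0.0115).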

Of the top genera, *Enterococcus* and *Weissella* were significantly decreased in relative abundance (Figure 1D). Therefore, antibiotics exposure affected the composition and distribution of intestinal microorganisms of *S. frugiperda.* Our results were consistent with previous studies and suggest that antibiotics could alter the microbial community in insects in lepidopteran insects (Broderick et al., 2006; Thakur et al., 2016; Raymann et al., 2017; Chen et al., 2018; Martínez-Solís et al., 2020).

The *Enterococcus* genus is known to be abundant in the intestinal tracts of various animals, possess the capacity to acquire and disseminate antimicrobial resistant determinants and the ability to produce various virulence genes that enables it to establish infections (Iweriebor et al., 2016). In many lepidopteran species, *Enterococcus* was one of most abundant genera (Paniagua Voirol et al., 2018). The *Enterococcus* genus was reduced in midgut of gypsy moth reared on antibiotic mixtures (penicillin, gentamicin, rifampicin, and streptomycin), which was necessary for *B. thuringiensis*-induced larval mortality (Broderick et al., 2006). In *Bombyx mori*, inhibition of *Enterococcus* by fluoride can increase amino acid synthesis, reduce cell carbohydrate transport and energy production (Li G. et al., 2020). Our data suggested that the abundance of *Enterococcus* was significantly reduced in the antibiotics-treated group, and the transcriptome data suggested that genes related to carbohydrate transport and metabolism and energy production were also upregulated, implying that the *Enterococcus* genus may affect the metabolism level in the gut of *S. frugiperda*. *Weissella* is a genus of lactic acid bacteria and is often found in insects (de Jonge et al., 2020; Tan et al., 2021). In *Locusta migratoria*, *Weissella* genus was the most common bacterium in the midguts and hindguts, and it would decrease after infection with the pathogens (Tan et al., 2021). It has been reported that *Weissella cibaria* strain TM128 can decrease fungal infection levels by 50% (Trias et al., 2008). In our study, the abundance of *Weissella* was also decreased in the gut of *S. frugiperda* after antibiotics treatment, implying that the resistance to pathogen infection may be decreased after antibiotics treatment.

It has been demonstrated that the gut microbiota can regulate many biological processes by influencing the related gene expression in insects (Broderick et al., 2014; Zhu et al., 2020). Therefore, we performed transcriptomic analysis by RNA-seq to further identify the genes involved in biological processes influenced by intestinal microbial population after antibiotics treatment. We found that 962 DETs were downregulated and 432 were upregulated between the control and antibiotics group (Figure 2B). GO enrichment analysis and KEGG signal pathway analysis also revealed that many metabolism processes were regulated by the DETs (Figures 4, 5). In particular, we found that *cytochrome c oxidase subunit 6A* (gene-LOC118269158) and *UDP-glucuronosyltransferase 2C1* (gene-LOC118277905) were significantly upregulated. Our results were consistent with the results in *S. litura* and Chinese bumblebee that gut microbiota affected the energy and carbohydrate metabolism after antibiotics exposure (Thakur et al., 2016; Zhang et al., 2021). Meanwhile, the *triacylglycerol lipase* gene and *glutathione S-transferase* (GST) were upregulated (Figure 6). It was speculated that gut microbiota regulated the process of hydrolyzing fats into fatty acids and glycerols by lipase. GSTs are the major enzymes in detoxification of endogenous and/or xenobiotic compounds and may also affect metabolic and signaling pathways (Ketterman et al., 2011). It was reported that *S. frugiperda* may be active in detoxifying metabolism and xenobiotic metabolism under the stimuli such as insecticides and starvation. Insects could reallocate resources when needed for survival; this makes it very difficult for pest control (Poivet et al., 2021; Shu et al., 2021; Wang et al., 2021). *Lipases* and *GSTs* were significantly increased in the gut of *S. litura* after the antibiotic (streptomycin sulfate) treatment, implying that they might play key roles in improving the efficiency of conversion of ingested food to insect biomass and further resulted in faster development, which is responsible for antibiotics tolerance (Thakur et al., 2016; Lu et al., 2021). Overall, our results were consistent with the previous studies that biological processes can be influenced by intestinal microbial population through transcriptional regulation.

It is noteworthy that genes related to the autophagy pathways were downregulated in the gut of *S. frugiperda* after antibiotics treatment according to KEGG analysis (Figures 4B, 5). In particular, the expression of *cathepsin B* (gene-LOC118264342) and *autophagy-related protein 13 homolog* (gene-LOC118279216) was significantly downregulated in the antibiotics-exposed gut of *S. frugiperda* (Figure 6). It has been suggested that cathepsin B performs its function in protein turnover as an initiator protease during lysosome-mediated autophagy/apoptosis (Bhoopathi et al., 2010; Yang et al., 2017). Moreover, it has been reported that autophagy is indispensable for intestinal homeostasis maintenance, gut ecology regulation, gut immune response, and anti-microbial protection (Larabi et al., 2020). In the *autophagy-related 5* (*Atg5*)-deficient mice model, the diversity of gut microbiota was significantly decreased (Yang et al., 2018). 

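The 16S libraries of the antibiotics group held more OTUs, spread more evenly, than those of the control group. At 35423 counts per library, 667 ± 75.7 OTUs were observed in the control group (610 to 753) and 1090 ± 30.2 in the antibiotics group (1055 to 1111; mean ± SD, n = 3 libraries each). The Shannon index, which rises with the number and evenness of OTUs, was 2.90 ± 1.303 (1.56 to 4.17) in the control group and 5.99 ± 0.179 (5.80 to 6.16) in the antibiotics group. The Simpson index was 0.667 in the control group and 0.990 in the antibiotics group. In each of these measures every antibiotics library lay above every control library (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Without the counts of Enterococcus and Weissella, at 9146 counts per library, the Shannon index was 5.20 ± 0.120 in the control group and 5.95 ± 0.178 in the antibiotics group.

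**Figure D4:**
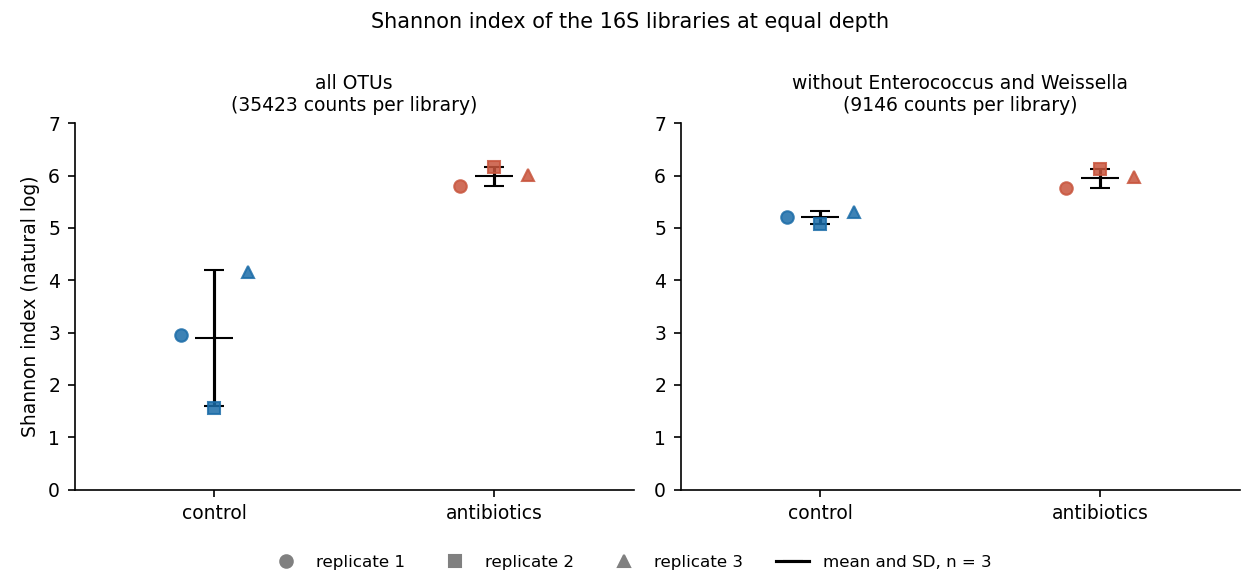
Shannon index at equal depth (y axis, natural log) in the control and antibiotics groups (x axis), with all OTUs and without Enterococcus and Weissella, with 1 point per library and bars for the mean and SD (n = 3). With all OTUs the control libraries spread from 1.56 to 4.17 and lie below the antibiotics libraries.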

In our results, the abundance and diversity of dominant gut microbiota were also decreased in the gut of *S. frugiperda* after antibiotics exposure (Figure 1). Therefore, it could be speculated that intestinal autophagy of *S. frugiperda* might be suppressed with the decrease of dominant gut microbiota after antibiotics treatment; this process may play important roles in maintaining a balance of intestinal homeostasis and function during *S. frugiperda* development. The ubiquitin-mediated proteolysis pathway was downregulated in the antibiotics group compared to the control (Figure 4B). Posttranslational modification mediated by ubiquitin conjugation plays an important role in inflammation, which involved many biochemical reactions through ubiquitin systems (Hershko and Ciechanover, 1998). Some studies suggested that ubiquitin E3 ligase was associated with the gut microbiota in the inflammatory bowel diseases (Kathania et al., 2020) and immune response (Ebner et al., 2017). Therefore, ubiquitin-mediated proteolysis pathway may interact with intestinal bacteria in *S. frugiperda* gut, which could further influence the immune system, as the immune deficiency-like protein was downregulated in the antibiotics group (Figure 6). The glycosaminoglycan-degrading enzyme arylsulfatase B, a gene related to lysosomal storage disorders (Pohl et al., 2018), was also downregulated in our study. Sphingomyelin phosphodiesterase (SMPD) is a hydrolase that performs the function in metabolic reactions related to sphingomyelin (Han et al., 2018), which was downregulated in the antibiotics-exposed gut (Figure 6). These results may imply that it is necessary for *S. frugiperda* to maintain the intestinal homeostasis and metabolism to adapt to artificial diet with antibiotics mixture.

## Conclusion

Our study revealed that antibiotics mixture exposure significantly affected the gut microbiota and induced dysbiosis in *S. frugiperda*. As per our transcriptomic analysis, we further elucidate the expression of the large number of genes related to metabolism and intestinal homeostasis involved in sugar, lipid, protein metabolism, autophagy, and immunity after antibiotics exposure in the gut of *S. frugiperda.* Taken together, our findings provide fundamental information for pest control by using antibiotics to affect gut microbiota.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE175476.

## Author Contributions

YC and XYW designed the experiment and revised the manuscript. YC and HZ carried out the experiment and the bioinformatics analysis. YL and QC reared *S. frugiperda* larvae, collected and prepared RNA samples for RNA-seq, and performed some RT-PCR. X-QY provided suggestions for our study and revised the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE175476

2
http://www.genome.jp/kegg/

# Supplementary material for: Gut Microbiota Dysbiosis Influences Metabolic Homeostasis in Spodoptera frugiperda
**Source:** Front Microbiol. 2021 Sep 30;12:727434. doi: 10.3389/fmicb.2021.727434
**Supplement:** Supplementary file 1

**Table S1** Primers for qRT-PCR**.**

| Gene name | Forward | Reverse |
| --- | --- | --- |
| *cytochrome c oxidase subunit 6A* | 5'-ATTCCCCGCAGTTGGTCTTG-3' | 5'-ATGGGAAACGCTTGGAACGA-3' |
| *glutathione S-transferase 2* | 5'-AGGTGTTTGCTGACAAGCCTC-3' | 5'-TGGTGGGCAAACTAACACTGG-3' |
| *lipase member H* | 5'-ATCCTCTCATTACATCAGCGTTCC-3' | 5'-TGTTGATGAGCCAAACCAAGAAGT-3' |
| *pancreatic lipase-related protein* | 5'-CAACCTCTGCAACCACAACC-3' | 5'-AAATGTATTGGTACATTGTCGTCCA-3' |
| *alcohol dehydrogenase* | 5'-GGAGAAGAGATCAGCACCCG-3' | 5'-TCACGGCTCTTGTAACCACC-3' |
| *UDP-glucuronosyltransferase* | 5'-GCGCTGGTGGTTTTTGGAAT-3' | 5'-ATTCGGTGGTGGGTTCTTCC-3' |
| *cysteine protease ATG4B* | 5'-CGCCGCTTCCTGATACCGT-3' | 5'-GGGTCACGGCTTTAGCAGGT-3' |
| *autophagy-related protein 13* | 5'-ACAGTAACGAGAATAACCCCCG-3' | 5'-TGGCTTCCCCACTGTAAACTCTAT-3' |
| *arylsulfatase B* | 5'-GCTTTGTAGTGAGTTCCAGGGTAG-3' | 5'-TAAGGACAAGATTCAAGCCAGACC-3' |
| *cathepsin B* | 5'-GTTGGGGAGTGGAGAACGGTAA-3' | 5'-CTCTCAATGCCACAATGGTCCT-3' |
| *sphingomyelin phosphodiesterase* | 5'-ACAAAGCCCCTACATTCAAAGTCC-3' | 5'-TGGTTTGGTTCCATACATCGTGAG-3' |
| *FAS-associated factor 1* | 5'-TCCAAAAACTCACCCACCAGAC-3' | 5'-AGTTCTACGAAGGGATTGGGAG-3' |
| *GAPDH* | 5'-CGACCAACTGTCTCGCTCCT-3' | 5'-ACAGTTTTCCAGAGGGTCCGT-3' |

# Supplementary material for: Gut Microbiota Dysbiosis Influences Metabolic Homeostasis in Spodoptera frugiperda
**Source:** Front Microbiol. 2021 Sep 30;12:727434. doi: 10.3389/fmicb.2021.727434
**Supplement:** Supplementary file 2

**TABLE S2** Summary of gut microbiota data in different treatments of *S. frugiperda.*

| Sample | Raw  Reads | Clean  Reads | Effective  Reads | AvgLen  (bp) | GC (%) | Q20 (%) | Q30 (%) | Effective (%) |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Control-1 | 44,388 | 43,708 | 42,745 | 425 | 53.92 | 98.68 | 95.0 | 96.3 |
| Control-2 | 61,564 | 60,680 | 59,857 | 427 | 52.95 | 98.71 | 95.01 | 97.23 |
| Control-3 | 44,752 | 44,129 | 42,525 | 422 | 53.22 | 98.72 | 95.08 | 95.02 |
| Antibiotics-1 | 79,937 | 79,104 | 75,596 | 417 | 54.71 | 98.91 | 95.68 | 94.57 |
| Antibiotics-2 | 80,124 | 79,336 | 75,405 | 418 | 54.83 | 98.95 | 95.8 | 94.11 |
| Antibiotics-3 | 70,735 | 69,715 | 67,644 | 416 | 54.96 | 98.73 | 95.16 | 95.63 |

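Supplementary Table 2 follows the 16S reads of each library from sequencing to the removal of chimeras. Raw reads are those from the sequencer, clean reads those left after quality filtering, and effective reads those left after chimeras, which are joined fragments of different templates made during PCR, were removed. Summed here over the 6 libraries, the table holds 381500 raw and 376672 clean reads, and neither sum equals the 390639 high-quality reads of the paper's text. The OTU table analysed here holds between 81.5% and 94.6% of a library's effective reads, the highest share in Control replicate 2.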

Raw Reads: Original reads obtained by sequencing; Clean Reads: High-quality reads; Effective Reads: The number of effective sequences after filtering chimeras; AvgLen (bp): Average length; Q20: Percentage of every base with a Phred value of at least 20; Q30: Percentage of every base with a Phred value of at least 30; Effective (%): Percentage of Effective Reads in Raw Reads.

# Supplementary material for: Gut Microbiota Dysbiosis Influences Metabolic Homeostasis in Spodoptera frugiperda
**Source:** Front Microbiol. 2021 Sep 30;12:727434. doi: 10.3389/fmicb.2021.727434
**Supplement:** Supplementary file 3

**Table S3** Summary of transcriptome data of *S. frugiperda* midgut tissues*.*

| Sample | Clean Reads | Clean bases | GC (%) | Q30 (%) |
| --- | --- | --- | --- | --- |
| Control-1 | 21,735,586 | 6,511,738,022 | 45.41% | 93.49% |
| Control-2 | 20,444,873 | 6,125,200,014 | 46.01% | 93.51% |
| Control-3 | 21,614,957 | 6,459,326,826 | 44.51% | 93.93% |
| Antibiotics-1 | 22,001,082 | 6,584,467,788 | 48.02% | 93.84% |
| Antibiotics-2 | 20,111,709 | 6,017,130,250 | 47.75% | 94.42% |
| Antibiotics-3 | 21,488,588 | 6,440,484,244 | 47.03% | 93.66% |

Clean Reads: Numbers of pair-end reads in clean data; Clean bases: Total bases in clean data; GC content: Content in clean data; Q30: Percentage of every base with a Phred value of at least 30. GC: Percentage of GC bases.

# Supplementary material for: Gut Microbiota Dysbiosis Influences Metabolic Homeostasis in Spodoptera frugiperda
**Source:** Front Microbiol. 2021 Sep 30;12:727434. doi: 10.3389/fmicb.2021.727434
**Supplement:** Supplementary file 4

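Supplementary Table 4 counts the clean reads that HISAT2 placed on the genome, and separates reads with a single place from reads with several. Reads with several places come from repeated sequence and cannot be given to 1 gene with certainty. By the paper's values, 16.1% of the reads of Control replicate 2 had several places, against 8.18% and 8.42% in Control replicates 1 and 3 and 9.84 to 10.8% in the antibiotics libraries. In the gene counts, a pair of assembled genes took 13.2% of the counts of Control replicate 2 and 0.373% to 0.567% of those of the other libraries.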

**Table S4** Statistics of clean reads mapped to *S. frugiperda* genome.

| Samples | Total  Reads | Mapped  Reads | Uniq  Mapped  Reads | Multiple  Map  Reads | Reads  Map to  “+” | Reads  Map to  “-” |
| --- | --- | --- | --- | --- | --- | --- |
| Control-1 | 43,471,172 | 32,787,891  (75.42%) | 29,233,587  (67.25%) | 3,554,304 (8.18%) | 16,052,574 (36.93%) | 16,016,802 (36.84%) |
| Control-2 | 40,889,746 | 31,673,961  (77.46%) | 25,111,587  (61.41%) | 6,562,374  (16.05%) | 15,574,188  (38.09%) | 15,494,575  (37.89%) |
| Control-3 | 43,229,914 | 32,148,447  (74.37%) | 28,510,633  (65.95%) | 3,637,814  (8.42%) | 15,700,339  (36.32%) | 15,726,925  (36.38%) |
| Antibiotics-1 | 44,002,164 | 33,707,519  (76.60%) | 28,978,805  (65.86%) | 4,728,714  (10.75%) | 16,584,801  (37.69%) | 16,404,496  (37.28%) |
| Antibiotics-2 | 40,223,418 | 31,497,543  (78.31%) | 27,259,405  (67.77%) | 4,238,138  (10.54%) | 15,457,161  (38.43%) | 15,368,985  (38.21%) |
| Antibiotics-3 | 42,977,176 | 33,374,602  (77.66%) | 29,146,495  (67.82%) | 4,228,107  (9.84%) | 16,359,291  (38.07%) | 16,311,596  (37.95%) |

# Supplementary material for: Gut Microbiota Dysbiosis Influences Metabolic Homeostasis in Spodoptera frugiperda
**Source:** Front Microbiol. 2021 Sep 30;12:727434. doi: 10.3389/fmicb.2021.727434
**Supplement:** Supplementary file 5

**TABLE S5** The expression pattern of differentially expressed transcripts related to autophagy between the antibiotics-treated and control group.

| #ID | log2FC | FDR | Description |
| --- | --- | --- | --- |
| gene-LOC118264342 | -1.891819661 | 3.46424E-05 | cathepsin B |
| gene-LOC118275885 | -2.688734642 | 1.35594E-09 | autophagy-related protein 2A |
| gene-LOC118277362 | -2.186543303 | 5.50667E-12 | phosphoinositide 3-kinase regulatory subunit 4 |
| gene-LOC118270050 | -3.730100081 | 1.92574E-18 | autophagy-related protein 16 |
| gene-LOC118268755 | -3.730100081 | 1.92574E-18 | serine/threonine-protein kinase |
| gene-LOC118276135 | 1.056823467 | 0.007376017 | nuclear receptor-binding factor 2 |
| gene-LOC118279056 | -2.186543303 | 5.50667E-12 | autophagy-related protein 101 |
| gene-LOC118263813 | -1.374369647 | 4.91254E-05 | transcription factor SPT20 |
| gene-LOC118277560 | -2.186543303 | 5.50667E-12 | digestive cysteine proteinase 2 |
| gene-LOC118270289 | -3.730100081 | 1.92574E-18 | lateral signaling target protein 2 |
| gene-LOC118273936 | -1.326100133 | 0.006706439 | GTPase HRas |
| gene-LOC118275507 | -2.688734642 | 1.35594E-09 | eIF-2-alpha kinase GCN2 |
| gene-LOC118266490 | -3.730100081 | 1.92574E-18 | GATOR complex protein NPRL2 |
| gene-LOC118273660 | -1.326100133 | 0.006706439 | RB1-inducible coiled-coil protein 1 |
| gene-LOC118281757 | -2.186543303 | 5.50667E-12 | uncharacterized protein LOC111357693 |
| gene-LOC118272397 | -1.326100133 | 0.006706439 | 3-phosphoinositide-dependent protein kinase 1 |
| gene-LOC118273803 | -1.326100133 | 0.006706439 | phosphatidylinositol 3-kinase catalytic subunit type 3 |
| gene-LOC118267151 | -3.730100081 | 1.92574E-18 | autophagy-related protein 9A |
| gene-LOC118281122 | -2.186543303 | 5.50667E-12 | BCL2/adenovirus E1B 19 kDa protein-interacting protein 3 |
| gene-LOC118272778 | -1.326100133 | 0.006706439 | regulator of MON1-CCZ1 complex |
| gene-LOC118279216 | -2.186543303 | 5.50667E-12 | autophagy-related protein 13 |
| gene-LOC118273191 | -1.326100133 | 0.006706439 | RB1-inducible coiled-coil protein 1 |
| gene-LOC118276380 | 1.056823467 | 0.007376017 | ras-related protein Rab-39B |
| gene-LOC118273846 | -1.326100133 | 0.006706439 | 3-phosphoinositide-dependent protein kinase 1 |
| gene-LOC118264972 | -3.730100081 | 1.92574E-18 | etoposide-induced protein |
| gene-LOC118268747 | -3.730100081 | 1.92574E-18 | serine/threonine-protein kinase |
| gene-LOC118268136 | -3.730100081 | 1.92574E-18 | protein spindle-F |
| gene-LOC118271079 | 4.051658152 | 1.59658E-07 | WD repeat domain phosphoinositide-interacting protein 4 |
| gene-LOC118264335 | -1.891819661 | 3.46424E-05 | cathepsin B |
| gene-LOC118269432 | -3.730100081 | 1.92574E-18 | autophagy-related protein 101 |
| gene-LOC118282133 | -2.186543303 | 5.50667E-12 | serine/threonine-protein kinase STK11 |
| gene-LOC118273321 | -1.326100133 | 0.006706439 | cysteine protease ATG4B |
| gene-LOC118264771 | -3.730100081 | 1.92574E-18 | WD repeat domain phosphoinositide-interacting protein 2 |
| gene-LOC118274954 | -1.326100133 | 0.006706439 | vacuole membrane protein 1 |
| gene-LOC118273533 | -1.326100133 | 0.006706439 | beclin 1-associated autophagy-related key regulator |

The positive and negative value of log_2_FC indicates up-regulation and down-regulation, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

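Midguts of S. frugiperda larvae reared with or without antibiotics were measured by 16S rRNA gene sequencing and by RNA-seq, with 3 libraries per group and 12 libraries in all, each from a pool of midguts of 5 larvae at day 3 of the sixth instar. Libraries were assigned to groups by their labels. The replicate numbers are shared between the groups, but the paper gives no link between libraries of the same number, so they were treated as independent.

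For the 16S libraries, the authors deposited raw counts per OTU. They filtered the reads, removed chimeras, clustered sequences with USEARCH and assigned taxa with a Naive Bayes classifier on the Silva database. A minimum OTU size is not stated in the text of the paper. For RNA-seq, the authors deposited raw counts per gene. They aligned clean reads to the assembly ZJU_Sfru_1.0 with HISAT2 and assembled transcripts with StringTie. The submitters' processing notes name HISAT2 2.0.4, StringTie 1.3.4d, DESeq2 1.6.3, Trimmomatic 0.33 and cutadapt 1.9.1. The step that counted reads per gene is not named in the text of the paper. All values in both tables are whole numbers, and every library has a column of its own.

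Gene counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by edgeR's own filter on low counts, libraries were scaled by TMM, and a quasi-likelihood model with the group as its only term was fitted to 6 libraries. P-values were adjusted by the Benjamini-Hochberg method over 11653 genes. Standard errors of log2 fold changes were computed from edgeR's results, as the absolute log2 fold change over the square root of the F statistic. DETs were called at the paper's thresholds, an adjusted p under 0.001 and an absolute log2 fold change over 1, and single genes at an adjusted p under 0.05. DESeq2 1.42.0 was run as an alternative, since the submitters' processing notes name it. Levels were given as CPM scaled by TMM, and log2 CPM used a prior count of 2. For a gene with no count in a group, the fold is a lower bound from a floor of 3 counts over the group, on the same scale. Lists were tested with camera and fry in limma 3.58.1, where at least 5 members had a name. Of 38 lists defined by product names, 1, the autophagy core, had that many members among the 45 genes that the paper's tables name, and 37 had fewer. The genes of Supplementary Table 5 formed another list. Enrichment of GO terms and KEGG pathways was not analysed here, because the count table carries no product names or terms. Genes were called expressed in a group at 1 CPM or more in all its libraries.

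Taxon counts were summed at each rank and tested with the same edgeR model, with the library total as the size and no TMM factor, for taxa with at least 10 counts in at least 3 libraries. For a single library's share, an exact Clopper-Pearson 95% interval was computed with scipy 1.17.1. Observed OTUs and the Shannon index (natural log) were means of 100 draws at the depth of the smallest library. Bray–Curtis distances of OTU shares were ordinated by principal coordinates and tested by PERMANOVA over all assignments of the labels. A list of 37 genera often reported in reagents was fixed with the design. Neighbouring genes were taken from the gene order of assembly AGI-APGP_CSIRO_Sfru_2.0, which matched 10726 of 14641 reference gene IDs, and 10000 shuffles of the calls gave the number of pairs by chance. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for these steps and the plots.

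RNA-seq library totals were 25129443 to 28687247 counts and 16S totals 35423 to 62487 counts. In 16S, 3 counts are 0.00231% of the control group's total and 0.00163% of that of the antibiotics group. The steps were tested on simulated counts drawn from the means of these libraries. With 200 of the genes changed, edgeR recovered 53% of those at a log2 fold change of 2 and 97% of those at 4 at an adjusted p under 0.05, with 8 unchanged genes called. As DETs edgeR recovered 0% and 60%, with 0 unchanged genes called. DESeq2 recovered 90% and 100% with 59 unchanged genes called, and 61% and 99% as DETs with 14 unchanged genes called. Of 20 genera changed by a log2 fold change of 4, the taxon test recovered 70% and called 1 unchanged genus. This share depends on the draw, and 20 further simulations, added after the data were seen, recovered 45 to 100% (median 72.5%) and called 0 to 2 unchanged genera. These simulations raised as many genera as they lowered, each on its own, and did not make the shares add up. They therefore cannot show how many genera are called higher only because an abundant genus fell. The simulation of genes was drawn once.

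The tests, thresholds, lists and most alternatives were chosen before the data were examined. The alternatives for genes were RLE scaling, library totals, other filters on low counts, the replicate number as a block, DESeq2, other thresholds and the omission of each library in turn. Those for taxa were the removal of organelle and unassigned OTUs, of rare OTUs and of Enterococcus and Weissella, TMM scaling, the block, no filter, rarefied counts, DESeq2 and the omission of each library in turn. Omitting any library leaves fewer to estimate the spread from, so that a call lost in this way need not rest on the library omitted. Other distances, scales, ranks and indices were tried for diversity. DESeq2 at an adjusted p under 0.01, edgeR's likelihood ratio and exact tests, a principal component analysis without an assembled gene and percentages of pooled counts were added after the data were seen. A correction for GC content and FPKM values were not computed, because they need gene sequences and lengths.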

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

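In this part, the tests of gene IDs in a later assembly and of neighbouring genes were chosen only after the result was seen.

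Bifidobacterium, a genus of gut Actinobacteria that the paper does not report, rose from 0.0304 ± 0.0401% of 16S counts in the control group to 2.04 ± 0.292% in the antibiotics group (mean ± SD, n = 3 libraries each; log2 fold change 6.09, adjusted p = 0.000499 from edgeR, higher in 3 of 3 antibiotics libraries), and its log2 fold change was 8.14 without Control replicate 3. Massilia, a genus of soil bacteria, had a mean of 1.43% of counts in the antibiotics group (adjusted p = 0.00523 from edgeR), which came from Antibiotics replicate 1 at 4.20% (exact 95% interval 4.04 to 4.36), against 0.0391% (0.0250 to 0.0581) and 0.0511% (0.0347 to 0.0726) in replicates 2 and 3. Without Antibiotics replicate 1 its log2 fold change went from 6.24 to 1.24 (adjusted p = 0.898 from edgeR), without Control replicate 2 to 5.63 (0.0719), with TMM scaling to 5.45 (0.0678), and adjusted p ranged from 5.54e-05 to 0.898 over the libraries left out. Faecalibacterium, a butyrate producer of the class Clostridia, rose from 0.146 ± 0.0901% to 1.13 ± 0.213% (log2 fold change 2.95, adjusted p = 0.0126 from edgeR, higher in 3 of 3 antibiotics libraries) and lost its call without Antibiotics replicate 1 (0.123), 2 (0.195) or 3 (0.124).

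Among genes without a product name, gene-LOC118273267 had a log2 fold change of 5.86 and gene-LOC118274195 one of 5.19, and without Antibiotics replicate 2 these were 5.05 and 3.65. Adjusted p from edgeR was 0.0202 for gene-LOC118273267, which lost its call without Control replicate 1 (0.0568) or 2 (0.0557) or Antibiotics replicate 1 (0.0662) or 2 (0.0672), and 0.0269 for gene-LOC118274195, which lost it without Control replicate 1 (0.0769) or 2 (0.0859).

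In 35 genes every control library had at least 10 counts and no antibiotics library had any, and 3 genes showed the reverse at the same limit. Foreign sequence in the gene models is not a likely source of them as a set, since 66.7% of their reference gene IDs were placed on a chromosome of the later assembly AGI-APGP_CSIRO_Sfru_2.0 (76.8% of all tested IDs). Lost stretches that span several genes cannot be told apart from chance, because 2 of the 22 placed genes had another as the next tested gene, where the mean of random draws was 0.106 and 517 of 10000 draws gave as many (permutation p = 0.0518). Splits of the 6 libraries into other groups gave at most 7 such genes, but 10 splits are too few for a share under 0.05. A difference in family or strain between the larvae pooled in each group and a loss of expression after exposure stay open, both untested.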

How the results depend on the processing

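The likelihood ratio and exact tests, DESeq2 at an adjusted p under 0.01 and the principal components without an assembled gene were chosen only after the result was seen. DETs were 0 with edgeR's quasi-likelihood test (3619 genes at an unadjusted p under 0.05), 908 with DESeq2, 1176 at an adjusted p under 0.05 and a log2 fold change over 1, 1437 with DESeq2 at an adjusted p under 0.01, 724 with edgeR's likelihood ratio test and 695 with its exact test. Genes at an adjusted p under 0.05 were 1296 and ranged over the libraries left out from 153 (without Antibiotics replicate 2) to 1398 (without Control replicate 3), with 1675 with library totals and 2555 by DESeq2, 1295 of them among the 1296. Both lists of autophagy genes stayed lower under each setting of the list test, but the study chose their genes on these libraries, so that this is not independent evidence. Genera past the threshold were 91, and 60 without Enterococcus and Weissella, 58 with TMM, 4 without Antibiotics replicate 1 and 130 without Control replicate 3. Without Enterococcus and Weissella the groups differed by 303 observed OTUs and by 0.749 in the Shannon index. The first principal component of CPM values held 72.8 to 82.9% over the libraries left out and 79.5% without the most variable assembled gene, with the groups apart in each. These shares are not all of the same axis. With all 6 libraries, the component mainly set Control replicate 2 (−91118) apart, and Control replicate 3 (11776) lay near Antibiotics replicate 3 (18973). A correction for GC content and FPKM values were not computed.

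With the replicate number as a block, 164 genes passed an adjusted p under 0.05, 156 of them among the 1296, 3 of the 12 genes of Table 1 and 3 of the 35 genes of Supplementary Table 5. Libraries of the same number did not deviate together (correlations across genes 0.0242, −0.0443 and 0.0572 in RNA-seq, across taxa 0.0442, 0.0275 and −0.0427 in 16S), and own numbers correlated best for 1 of 3 pairs in each assay, so the numbers were not taken as pairs. Genera past the threshold were 74 with the block.

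The library total makes taxa rise when Enterococcus and Weissella fall, and log2 fold changes turned sign when both were left out or the scaling changed. Without Enterococcus and Weissella they were 0.19 for Firmicutes, −0.22 for Proteobacteria, −0.27 for Bacteroidetes, −0.50 for Gemmatimonadetes, −1.32 for Verrucomicrobia, 0.039 for Bacilli, −0.36 for Gammaproteobacteria, −0.28 for Bacteroidia, −0.54 for the class Subgroup 6, −1.25 for Ralstonia, −0.52 for uncultured Lachnospiraceae, −0.33 for Escherichia-Shigella, −0.44 for Lactobacillus, −0.55 for uncultured Subgroup 6, −0.49 for uncultured Muribaculaceae, −0.073 for Acinetobacter and −1.10 for uncultured Rhodobacteraceae. With TMM they were −0.011 for Proteobacteria, −0.064 for Bacteroidetes, −0.30 for Gemmatimonadetes, −1.11 for Verrucomicrobia, −0.27 for Gammaproteobacteria, −0.20 for Bacteroidia, −0.46 for the class Subgroup 6, −1.12 for Ralstonia, −0.37 for uncultured Lachnospiraceae, −0.17 for Escherichia-Shigella, −0.29 for Lactobacillus, −0.39 for uncultured Subgroup 6, −0.35 for uncultured Muribaculaceae and −0.95 for uncultured Rhodobacteraceae. DESeq2 gave −0.12 for Proteobacteria, −0.19 for Bacteroidetes, −0.40 for Gemmatimonadetes, −1.23 for Verrucomicrobia, −0.68 for Gammaproteobacteria, −0.59 for Bacteroidia, −0.25 for Alphaproteobacteria, −0.85 for the class Subgroup 6, −0.17 for Anaerolineae, −1.47 for Ralstonia, −0.71 for uncultured Lachnospiraceae, −0.51 for Escherichia-Shigella, −0.63 for Lactobacillus, −0.72 for uncultured Subgroup 6, −0.70 for uncultured Muribaculaceae, −0.21 for Acinetobacter and −1.29 for uncultured Rhodobacteraceae. Of these taxa, none of which but Firmicutes and Bacilli passed with library totals, some passed as lower at an adjusted p under 0.05. They were Verrucomicrobia, Gammaproteobacteria, Ralstonia and uncultured Rhodobacteraceae without Enterococcus and Weissella, Verrucomicrobia with TMM, and with DESeq2 the same 4 taxa, the class Subgroup 6, uncultured Lachnospiraceae and uncultured Subgroup 6. Over the libraries left out, Verrucomicrobia ranged from −0.17 to 0.42, Ralstonia from −0.19 to 0.59 and uncultured Rhodobacteraceae from −0.35 to 0.57, the lowest without Control replicate 2 and the highest without Control replicate 3.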

Differences from the paper's values

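In this part, DESeq2 at an adjusted p under 0.01 was chosen only after the result was seen, as were edgeR's likelihood ratio and exact tests.

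The paper reports 1394 DETs, 432 higher and 962 lower. At its thresholds edgeR called 0, 0 higher and 0 lower (3619 genes at an unadjusted p under 0.05), and DESeq2 called 908, 207 higher and 701 lower (4087 genes at an unadjusted p under 0.05). Of the 12 genes of Table 1, 11 were DETs by DESeq2 and 0 by edgeR. In simulated counts edgeR called 0% of genes with a log2 fold change of 2 as DETs, against 61% by DESeq2. At a log2 fold change of 4 it called 60%, against 99% by DESeq2, so that the simulation does not explain 0 DETs among larger changes. Of the alternatives set before the data were examined, a threshold of 0.05 for the adjusted p with a log2 fold change over 1 came within 1.5 times of the paper's number of DETs (1176) and of its lower DETs (896), DESeq2 came within 1.5 times of the lower DETs, and none of the others did for any of these counts. DESeq2 at an adjusted p under 0.01, chosen after seeing the values, gave 1437 DETs, 428 higher and 1009 lower, and dropped 0 of the 12 genes of Table 1. The likelihood ratio test gave 724 and the exact test 695.

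The paper's text gives 390639 high-quality 16S reads, and the libraries of its Supplementary Table 2 add up to 381500 raw, 376672 clean and 363772 effective reads, none of which equals it. The table analysed here holds 314433 counts.

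The paper's Figure 1E gives the first principal coordinate about 38% of the variation, and the Bray–Curtis distances gave 59.0%. Of 14 alternatives set before the data were examined, the Jaccard distance came nearest, at 38.4% for the first coordinate and 19.5% for the second. The paper names Bray–Curtis for this figure. Within 1.5 times of the paper's value were also the settings without Enterococcus and Weissella (48.0%), with square roots of the relative abundances (47.0%), without Control replicate 1 (56.3%) and without Control replicate 2 (43.2%). The others were not.

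Supplementary Table 5 gives log2 fold changes that differed from those computed here for 22 of its 35 genes by more than a standard error. Its log2 column holds 8 distinct values over 35 genes, and 33 genes share their value with another gene. The table gives 3 positive values in a list whose log2 fold changes were all negative here, and 12 of its false discovery rates are at or above the paper's threshold of 0.001 (highest 0.00738). For 3 genes that are also in Table 1, the paper's 2 tables give different values, and those of Table 1 lay within a standard error of the values here for 12 of 12 genes. Each of these 12 was smaller in size than the value here. Both sets of values come from the same libraries, so that the standard error, which measures the spread between libraries, is a loose yardstick for their difference.

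The paper gives all 35 genes of the table as DETs, and 28 passed an adjusted p under 0.05 by edgeR here, 27 with RLE scaling, 34 with library totals, 28 with no filter beyond a count of 1, 29 with a filter at a mean of 1 CPM and 35 with DESeq2. The count was 16, 11 and 29 without Control replicates 1, 2 and 3, 4, 3 and 10 without Antibiotics replicates 1, 2 and 3, and 3 with the replicate number as a block.

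The paper's value of −3.730100081 stands beside values here of −1.24 for gene-LOC118270050, −2.37 for gene-LOC118268755, −1.85 for gene-LOC118270289, −1.56 for gene-LOC118266490, −2.59 for gene-LOC118267151, −1.49 for gene-LOC118264972, −2.24 for gene-LOC118268747, −1.29 for gene-LOC118268136, −2.20 for gene-LOC118269432 and −1.37 for gene-LOC118264771. The paper's −2.688734642 stands beside −1.91 for gene-LOC118275885 and −1.60 for gene-LOC118275507, and its −2.186543303 beside −1.58 for gene-LOC118279216 and −1.49 for gene-LOC118282133. The paper's −1.326100133 stands beside −2.65 for gene-LOC118273191, −2.21 for gene-LOC118273321, −2.17 for gene-LOC118274954 and −2.61 for gene-LOC118273533, and its −1.374369647 beside −1.80 for gene-LOC118263813. The paper's 1.056823467 stands beside −1.34 for gene-LOC118276135 and −1.24 for gene-LOC118276380, and its 4.051658152 beside −2.74 for gene-LOC118271079. Of 12 alternatives set before the data were examined, those within a standard error of the paper's value were library totals and the omission of Control replicate 3 or Antibiotics replicate 3 for gene-LOC118275885, of Control replicate 3 for gene-LOC118263813, of Control replicate 1 or Antibiotics replicate 2 for gene-LOC118273191 and of Control replicate 2 for gene-LOC118274954. For the other genes none of the 12 was.

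In its LEfSe result the paper states that Firmicutes were not found after antibiotics exposure, while it also places them among the leading phyla of each group, and they held 24.8% of the counts of the antibiotics group here. It states that abundance fell from phylum to genus, and here 2 genera fell and 89 rose among 352 tested by edgeR (5 fell and 53 rose with TMM, 33 fell and 66 rose with DESeq2), with Firmicutes, Bacilli, Enterococcus and Weissella lower as in the paper. Its Introduction states that antibiotics significantly lowered the diversity of the gut microbiota, and its Discussion that the diversity of the dominant bacteria fell. The Shannon index here, over all OTUs, was 2.90 in the control group and 5.99 in the antibiotics group, higher in 3 of 3 antibiotics libraries. Diversity among dominant bacteria alone was not computed. It lists 7 phyla as different, of which Firmicutes, Actinobacteria and Nitrospirae passed here and Proteobacteria (adjusted p = 0.0843), Bacteroidetes (0.0939), Acidobacteria (0.0843) and Chloroflexi (0.0911) did not by edgeR, though each of these 4 passed without Control replicate 2 or 3 (0.00226 to 0.360 over the libraries left out). It gives Proteobacteria, Gammaproteobacteria and Clostridiales as rich in the antibiotics group. Gammaproteobacteria (adjusted p = 0.185 from edgeR) passed as higher without Control replicate 3 (0.0134, in a range of 0.0134 to 0.520 over the libraries left out), and as lower, against the paper's direction, with DESeq2 (0.00540) and without Enterococcus and Weissella (0.0156). Clostridiales (adjusted p = 0.0538 from edgeR) passed without OTUs of organelles, with OTUs of at least 0.005% of counts and without Control replicate 2 (0.00748) or 3 (0.00580). It gives cytochrome c oxidase subunit 6A as higher, and its adjusted p here was 0.0522 from edgeR, with RLE scaling 0.0499, with library totals 0.0497, with the replicate number as a block 0.0369 and with DESeq2 0.000790.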

Other observations

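In this part, the tests of library size, reagent genera, the background community, neighbouring genes and multiply mapped reads were chosen only after the result was seen, as were the percentages of pooled counts.

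Genes that rose lay next to each other more often than chance would place them. Among 8587 tested genes placed in the gene order of assembly AGI-APGP_CSIRO_Sfru_2.0, 231 rose and formed 21 adjacent pairs, where 10000 shuffles of the calls gave a mean of 6.19 (middle 95% from 2 to 11; permutation p = 0.0001, the smallest they can give). The longest runs held 4 genes and 3 genes, the latter with pancreatic lipase-related protein. Genes that fell, 746 of those placed, formed 95 adjacent pairs against a mean of 64.5 (50 to 79; permutation p = 0.0002). Tandem copies of a gene that share reads or a control region may add to such pairs, which was not tested.

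Over the pooled counts of a group, Bacilli, Enterococcus and Weissella held 65.11%, 49.35% and 13.85% in the control group and 6.59%, 1.66% and 0.11% in the antibiotics group.

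The antibiotics libraries held more OTUs and had a higher Shannon index than the control libraries. Library size does not account for it, since at equal depth the lowest antibiotics library held 302 more OTUs than the highest control library. Loss of Enterococcus and Weissella reads alone does not account for all of it, since without both genera the Shannon index still lay 0.451 higher in the lowest antibiotics library than in the highest control library. Most of the Shannon difference did go with them, from 3.09 with all OTUs to 0.749 without both genera, and that of observed OTUs went from 423 to 303. Whether reagent genera of a fixed list, 30 of whose 37 were found, account for it cannot be decided. Their share of the counts without both genera went from 20.7 ± 1.94% in the control group to 14.8 ± 2.27% in the antibiotics group, a difference of −5.89 percentage points. Ralstonia, a large part of that share, passed as lower without both genera (log2 fold change −1.25, adjusted p = 0.0131 from edgeR). Of other members of the list, Pseudomonas, Brevundimonas and Streptococcus rose with library totals (adjusted p = 0.0262, 0.00780 and 0.0205 from edgeR), and Acinetobacter did not pass (0.413). The list's share of all counts went from 8.15 ± 4.21% to 14.6 ± 2.23%, above every control library in 3 of 3 antibiotics libraries, so that reagents as a source stay open. The list leaves out many genera that rose, such as Bifidobacterium and Faecalibacterium, and the source of those was not tested. A single background community in all libraries is argued against by distances between groups that were on average 0.153 larger than those within groups, without both genera. Bacteria from diet or environment that became visible as the total number of bacteria fell, and growth of other gut bacteria after the loss of Enterococcus and Weissella, may both contribute and stay open, since the number of bacteria per midgut was not analysed here.

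In Control replicate 2, a pair of assembled genes took 3481637 counts, against 101103 and 115996 in the other control libraries. A candidate source is sequence that maps to several places, since the excess of multiply mapped reads of that library in Supplementary Table 4 was 87.9% of the excess of these counts. What the sequence is, and whether its level is a trait of those 5 larvae or of the library, stays open, and no biological explanation was tested.

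Other splits of the 6 libraries of each assay gave smaller results than the real groups, but 10 splits are too few for a share under 0.05. The real groups gave 1296 genes at an adjusted p under 0.05 from edgeR against at most 0 (3619 and DESeq2's 4087 genes at an unadjusted p under 0.05 in the real groups), 908 DETs by DESeq2 against at most 24, a median size of 1.82 on the log2 scale for the list of Supplementary Table 5 against at most 0.95 (the study chose this list on the real groups, so that this comparison decides nothing), and 91 genera against at most 0. In each of these results 1 of 10 splits, the real one, gave a value as large.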
